# OHC-TRECK: A Novel System Using a Mouse Model for Investigation of the Molecular Mechanisms Associated with Outer Hair Cell Death in the Inner Ear

**DOI:** 10.1038/s41598-019-41711-2

**Published:** 2019-03-27

**Authors:** Kunie Matsuoka, Kenta Wada, Yuki Miyasaka, Shumpei P. Yasuda, Yuta Seki, Yasumasa Nishito, Hiromichi Yonekawa, Choji Taya, Hiroshi Shitara, Yoshiaki Kikkawa

## Abstract

Outer hair cells (OHCs) are responsible for the amplification of sound, and the death of these cells leads to hearing loss. Although the mechanisms for sound amplification and OHC death have been well investigated, the effects on the cochlea after OHC death are poorly understood. To study the consequences of OHC death, we established an OHC knockout system using a novel mouse model, *Prestin*-*hDTR*, which uses the prestin promoter to express the human diphtheria toxin (DT) receptor gene (*hDTR*). Administration of DT to adult *Prestin*-*hDTR* mice results in the depletion of almost all OHCs without significant damage to other cochlear and vestibular cells, suggesting that this system is an effective tool for the analysis of how other cells in the cochlea and vestibula are affected after OHC death. To evaluate the changes in the cochlea after OHC death, we performed differential gene expression analysis between the untreated and DT-treated groups of wild-type and *Prestin*-*hDTR* mice. This analysis revealed that genes associated with inflammatory/immune responses were significantly upregulated. Moreover, we found that several genes linked to hearing loss were strongly downregulated by OHC death. Together, these results suggest that this OHC knockout system is a useful tool to identify biomarkers associated with OHC death.

## Introduction

Sound waves deflect stereocilia bundles on the apical surfaces of hair cells to activate mechanoelectrical transduction channels, which causes depolarization and activation of afferent neurons^1–3^. There are two types of hair cells in the mammalian cochlea, namely, inner hair cells (IHCs) and outer hair cells (OHCs). IHCs are conventional sensory receptors that transmit most of the acoustic information to the brain via ribbon synapses and type I spiral ganglion neurons (SGNs), which represent 90–95% of all SGNs, forming auditory afferent fibers^1–3^. In contrast, OHCs are mainly innervated by efferent fibers and contact with type II SGNs, which constitute only 5–10% of all SGNs^1–3^. However, OHCs play an important role in enhancing the sensitivity to sound. The main task of OHCs is the amplification of sound-induced vibrations via two mechanical activities, hair bundle motility and somatic motility^1,2,4^.

Genetic and environmental risk factors often damage hair cells and lead to the death of these cells. Previous studies have reported that OHCs are more susceptible to environmental risk factors than IHCs based on experiments on animal models. Noise exposure rapidly induces loss of OHCs compared to IHCs in mice^5–7^, guinea pigs^8^, and chinchillas^9^. The susceptibility to ototoxic drugs, antineoplastic agents (such as cisplatin), and aminoglycoside antibiotics (such as kanamycin and gentamicin) also differs between IHCs and OHCs. Although these drugs induce apoptotic cell death of both IHCs and OHCs via abnormal accumulation of reactive oxygen species and oxidative stress^1,10^, OHC loss occurs earlier and more extensively than IHC loss in mice^11–13^, rats^13^, guinea pigs^14^, and hamsters^15^. In addition, age-related damage is more extensive in OHCs than in IHCs. Several studies have reported that progressive OHC loss was more severe than IHC loss in aged mice^10,16–18^.

Studies to elucidate the molecular mechanisms underlying the protection of OHCs from death and the regeneration of OHCs are important because OHC death is associated with several types of hearing loss. Although noise exposure, administration of ototoxic drugs and aged animals have been used as experimental tools to induce degeneration and loss of OHCs, each of these models has some limitations that restrict its use in OHC studies. OHC death is difficult to induce effectively via noise exposure and administration of ototoxic drugs, and researchers must wait for long periods for OHC loss to occur in aged mice. Moreover, the major and most common problem associated with these experimental models is that damage is caused not only to OHCs but also to other cells and tissues, such as afferent fibers or synapses^19–21^, the stria vascularis/lateral wall^6,17^ and vestibular hair cells (VHCs)^12^. Therefore, new animal models are needed to selectively deplete OHCs without any damage to the other cochlear and vestibular cells to investigate the effect of OHC death on these other cells.

Here, we report on the OHC-toxin receptor-mediated conditional cell knockout (TRECK) system, which enables selective depletion of OHCs. The TRECK method involves conditional depletion of a target cell *in vivo* via administration of diphtheria toxin (DT) to transgenic (tg) mice carrying a human DT receptor (*hDTR*) cDNA transgene under the control of a tissue-specific promoter^22,23^. In this study, we show that the use of the OHC-TRECK system with a novel mouse model, *Prestin*-*hDTR*, which carries the prestin promoter and the *hDTR* gene, induces selective depletion of OHCs upon DT administration. Therefore, this mouse model could be useful in studies pertaining to OHC death, although the mechanisms and processes underlying OHC death here would differ from those in mouse models generated by noise exposure, ototoxic drugs, and aging.

## Results

### Generation of *Prestin*-*hDTR* mice

The goal of our study was to selectively deplete OHCs *in vivo* using the TRECK system (Fig. 1a). A genomic region including the promoter and noncoding exons 1 and 2 of murine *Slc26a5* (solute carrier family 26, member 5 gene, also known as prestin), which is targeted to the lateral walls of OHCs^24^, was used to drive the expression of human heparin-binding EGF-like growth factor (*hHB-EGF*) as a DT receptor (Fig. 1b). The transgene also contained the polyadenylation signals (pA^+^) of rabbit *β-globin* and simian virus 40 (SV40). *hHB*-*EGF* was modified at two amino acids (I117V and L148V) within the EGF-like domain. Furukawa *et al*. reported that modification of *hHB*-*EGF* reduces the side effects of EGF-like growth factor activity, such as phosphorylation of the EGF receptor and transduction of signals to neighboring cells, while maintaining the DT sensitivity of wild-type *hHB*-*EGF*^25^. We microinjected the construct into fertilized eggs from C57BL/6J mice and confirmed the integration of the transgene into five mice, and three founders exhibited germline transmission. We administered DT to mice from these three tg lines (#38, #53, and #65) at postnatal days 28 (P28) by intraperitoneal (i.p.) injection at a dose of 50 μg/kg and analyzed the OHC phenotype and gene expression levels by immunohistochemistry and quantitative RT-PCR (qRT-PCR) after 7 days, as shown in Fig. 1c. The #38 tg mice exhibited the most severe phenotypes after DT administration. The OHC-specific protein expression of SLC26A5/prestin in DT-treated *Prestin*-*hDTR* #38 mice was nearly abolished (Fig. 1d). The expression levels of the OHC marker genes *Slc26a5*; *Ocm* (oncomodulin), which is highly expressed in the cytoplasm of OHCs^26^; and *Strc* (stereocilin), which is localized in the horizontal top connectors of OHC hair bundles^27,28^, were dramatically decreased to nearly undetectable levels in the cochlear mRNA of DT-treated *Prestin*-*hDTR* #38 mice compared with the expression levels of these genes in untreated *Prestin*-*hDTR* mice (Fig. 1e). Moreover, by ligation-mediated PCR, we confirmed that the transgene in the #38 mice was integrated into the E3 region on chromosome 14 (Supplementary Fig. S1). There are no known coding or noncoding genes in the vicinity of the integration site. Therefore, we selected the #38 line as a suitable *Prestin*-*hDTR* mouse model for further experiments.

**Figure 1:**
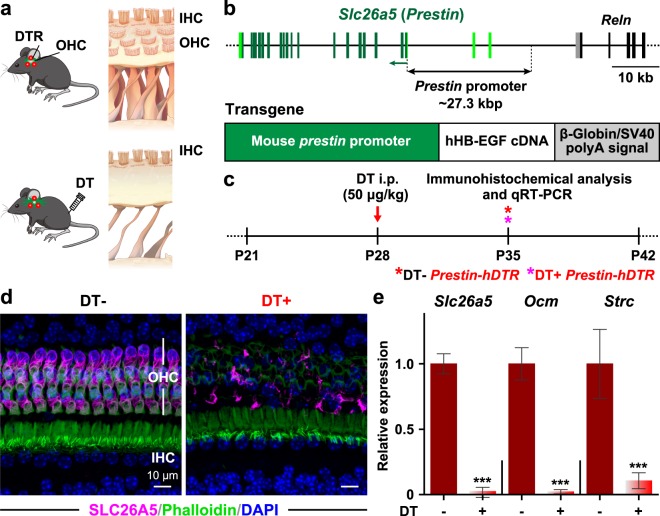
Generation of *Prestin*-*hDTR* mice. (**a**) Schematic representation of the selective and inducible depletion of OHCs using *Prestin*-*hDTR* mice and administration of DT. 2019 by Emiko Wakatsuki. Used with permission. (**b**) Transgene construct for *Prestin*-*hDTR* mice. The genomic structure of the longest transcript (Ensemble transcript ID: ENSMUST00000030878.7) in *Slc26a5*/*Prestin* is shown on top with *Reln* (reelin gene) located adjacent to the distal region. The dark- and light-green boxes indicate coding and noncoding regions, respectively, in 20 exons of *Slc26a5*. The green arrow shows the direction of transcription. An illustration of the transgene construct is shown at the bottom. The construct was generated by ligation of the *Slc26a5* promoter (green box), modified *hHB-EGF* (I117V/L148V) (white box), *β-globin* and SV40 pA^+^ (gray box). (**c**) Schematic representation of the experimental design for confirmation of OHC-TRECK in *Prestin*-*hDTR* mice after administration of DT. *Prestin*-*hDTR* mice at P28 were treated with DT at 50 μg/kg (red arrow), and tissue samples were collected for immunohistochemical analysis (**d**) and qRT-PCR analysis (**e**) at day 7 (P35) (asterisks) after administration of DT (DT+) by comparison of the RNA levels and expression of Prestin (SLC26A5) with those in the OHCs of untreated (DT−) *Prestin*-*hDTR* littermates. (**d**) Confocal images of SLC26A5/prestin (magenta) in cochlear hair cells from DT− and DT+ *Prestin*-*hDTR* mice. The cochleae were counterstained with phalloidin (green) and DAPI (blue). IHC: inner hair cell. (**e**) qRT-PCR analysis of the OHC markers *Slc26a5*, oncomodulin (*Ocm*), and stereocilin (*Strc*) in cochlear RNA of DT− (*n* = 3) and DT+ (*n* = 6) *Prestin*-*hDTR* mice. Asterisks indicate statistical significance: ***P < 0.001 (Student’s t-test). Error bars = standard deviations (SDs).

### *In vivo* OHC depletion by OHC-TRECK

First, we investigated the phenotypes of the OHCs by OHC-TRECK of *Prestin*-*hDTR* mice at P28 using immunohistochemical and histopathological analyses (Fig. 2a). By staining for myosin VI (MYO6), a known hair cell marker^18,29^, we confirmed that OHCs from *Prestin*-*hDTR* mice were almost all lost from the organ of Corti 7 days after administration of DT. Strong MYO6 signals were detected in the cuticular plate and the cytoplasm in both IHCs and OHCs from the apical, middle, and basal areas of the cochleae of DT-treated wild-type mice (Figs 2b and S2), suggesting that DT administration does not affect the hair cells of wild-type mice. In contrast, the signal disappeared from the OHC areas of the cochleae of DT-treated *Prestin*-*hDTR* mice (Figs 2b and S2). To determine the time at which OHC loss had occurred, we counted the number of MYO6-positive OHCs from the apical, middle, and basal areas of the cochlea 0, 3, 4, and 7 days after administration of DT (Fig. 2a). Although there was no distinct loss of OHCs in *Prestin*-*hDTR* mice several hours (day 0) after administration of DT, we detected approximately 21, 23, and 40% OHC loss at the apical, middle, and basal turns, respectively, on day 3 (Fig. 2c), suggesting that OHC depletion occurred starting from the basal turn of the cochlea. After 4 days, most of the OHC loss had occurred, with 0 to 6% of the cells remaining in the apical, middle, and basal turns of DT-treated *Prestin*-*hDTR* mice (Fig. 2b). The rates of OHC loss in DT-treated *Prestin*-*hDTR* mice were similar after 7 days.

**Figure 2:**
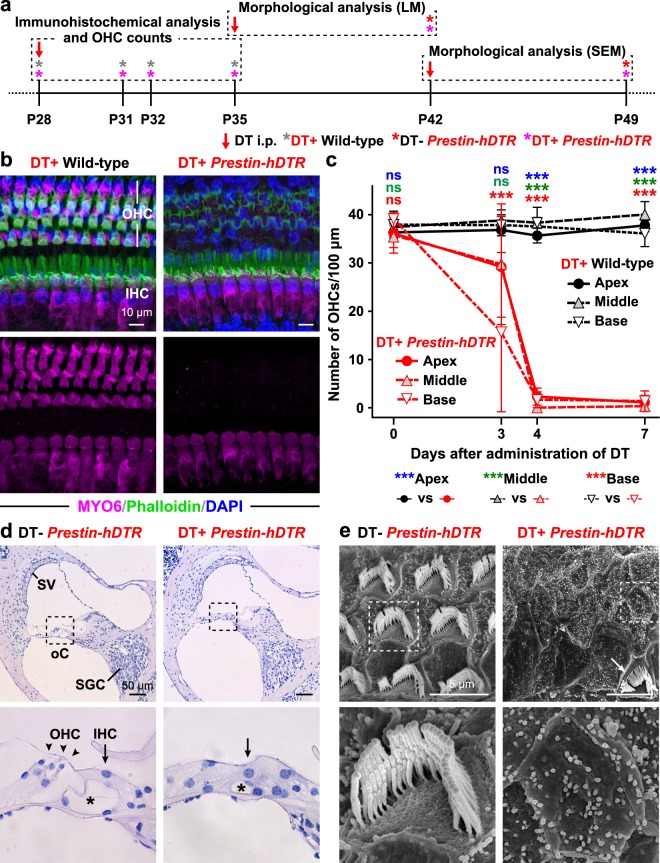
Inducible depletion of OHCs in *Prestin*-*hDTR* mice by administration of DT. (**a**) Timelines of experiments and DT administration for immunohistochemical analysis, OHC counts, morphological analysis of cochleae and OHCs using light microscopy (LM) and scanning electron microscopy (SEM). Red arrows and asterisks indicate the days of DT administration and tissue correction for each experiment. (**b**) Confocal images of the hair cells from the middle area of the cochlea in DT-treated (DT+) wild-type and *Prestin*-*hDTR* mice. The cochleae of mice were stained with anti-myosin VI (MYO6) antibody (magenta), phalloidin (green), and DAPI (blue). (**c**) OHC counts in the apical (A), middle (M), and basal (B) areas of the cochleae of DT+ wild-type (WT) and *Prestin*-*hDTR* (*P*-*hDTR*) mice at 0 (area A, *n* = 19 WT/7 *P*-*hDTR*; area M, *n* = 17 WT/8 *P*-*hDTR*; area B, *n* = 28 WT/16 *P*-*hDTR*), 3 (area A, *n* = 6 WT/31 *P*-*hDTR*; area M, *n* = 5 WT/26 *P*-*hDTR*; area B, *n* = 6 WT/19 *P*-*hDTR*), 4 (area A, *n* = 3 WT/12 *P*-*hDTR*; area M, *n* = 3 WT/5 *P*-*hDTR*; area B, *n* = 3 WT/6 *P*-*hDTR*), and 7 (area A, *n* = 9 WT/9 DT+ OT; area M, *n* = 8 WT/9 *P*-*hDTR*; area B, *n* = 9 WT/8 *P*-*hDTR*) days after administration of DT. The means (circles and triangles) and SDs (error bars) of the OHC counts are shown for each mouse. Asterisks indicate statistical significance: *P < 0.05 and ***P < 0.001 (two-way ANOVA with Bonferroni post-hoc comparison for the data from all days for each mouse). ns, no significant difference. (**d**) Hematoxylin staining of sections from the middle area of the cochleae of untreated (DT−) and DT+ *Prestin*-*hDTR* mice. High-magnification images of the organ of Corti (oC), indicated by dotted boxes in the top panels, are shown in the bottom panels. Asterisks indicate the tunnel of Corti. SV, stria vascularis and SGC, spiral ganglion cell. (**e**) SEM images of OHCs from the middle area of the cochleae in the DT− and DT+ *Prestin*-*hDTR* mice. High-magnification images of the OHCs indicated by dotted boxes in the top panels are shown in the bottom panels. The arrow indicates an OHC that retained stereocilia in DT+ *Prestin*-*hDTR* mice.

Moreover, the abnormal phenotypes of OHCs associated with OHC-TRECK were confirmed by histopathological analysis by means of light microscopy (LM) and scanning electron microscopy (SEM). The three OHC nuclei and the single IHC nucleus could be observed by LM in untreated *Prestin*-*hDTR* mice. In contrast, the DT-treated *Prestin*-*hDTR* mice had no OHC nuclei and exhibited severe degeneration of the tunnel of Corti (Fig. 2d). According to LM analysis, there were no obvious differences in the phenotypes of spiral ganglion cells (SGCs) and the stria vascularis between the untreated and DT-treated *Prestin*-*hDTR* mice (Fig. 2d). SEM analysis revealed the phenotypes of the apical surfaces of OHCs in DT-treated *Prestin*-*hDTR* mice. V-shaped stereocilia, which is the typical morphology for OHC stereocilia, were rarely detected in DT-treated *Prestin*-*hDTR* mice (Fig. 2e). The surfaces of most OHCs showed loss of stereocilia and the typical scar formed by apical expansion of neighboring supporting cells to close the lesions resulting from OHC loss^12,14^.

Next, we recorded the distortion product otoacoustic emission (DPOAE) and auditory brainstem response (ABR) in wild-type and DT-treated *Prestin*-*hDTR* mice to confirm the expected decrease or loss of hearing ability by OHC-TRECK (Fig. 3a). We also evaluated the hearing abilities of DT-treated wild-type and untreated *Prestin*-*hDTR* mice to determine whether integration of the transgene and administration of DT had any effect on hearing. Loss of DPOAE, which is a measure of OHC function^30,31^, was detected in the DT-treated *Prestin*-*hDTR* mice (Fig. 3b). Although determination of DPOAE amplitudes was difficult at low frequencies (4, 5.7, and 8 kHz), the DPOAEs in wild-type, DT-treated wild-type, and untreated mice showed similar levels at all frequencies (Fig. 3b). The ABR thresholds to sound stimuli at 4, 8, 16, and 32 kHz were measured in *Prestin*-*hDTR* mice at several time points after DT administration, as shown in Fig. 3c. The ABR thresholds appeared to slowly increase over 3 days, but the differences were not significant. At day 4, the thresholds increased dramatically, reaching a level that was indicative of severe and profound hearing loss to sound stimuli of all frequencies. Moreover, we confirmed that there were no significant differences in the levels of hearing loss between days 4 and 7 after administration of DT. Figure 3d shows representative ABR waveforms for stimuli at the highest sound pressure level (dB SPL) at each frequency recorded for DT-treated and untreated wild-type and *Prestin*-*hDTR* mice. Similar and clear ABR wave I-V amplitudes were detected at all frequencies for the wild-type, DT-treated wild-type, and untreated *Prestin*-*hDTR* mice. In contrast, the ABR amplitudes for DT-treated *Prestin*-*hDTR* mice were remarkably decreased at all frequencies.

**Figure 3:**
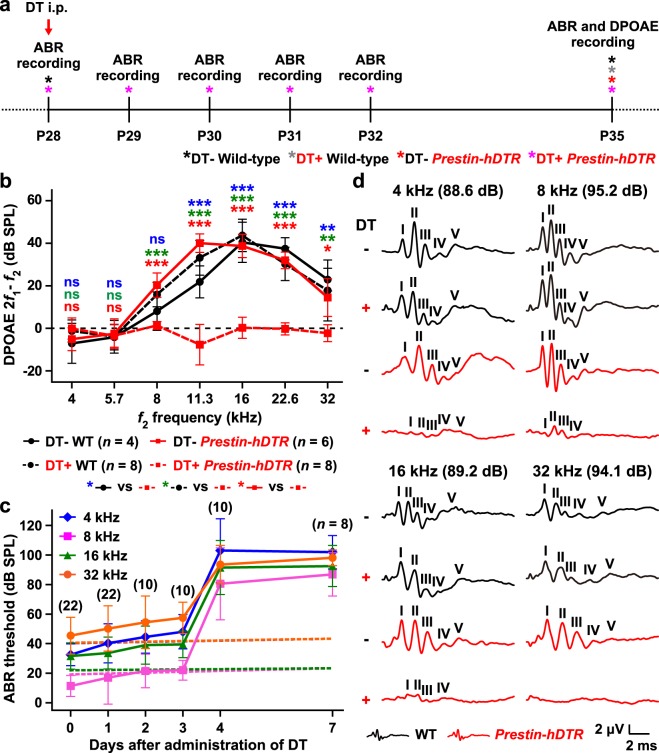
Onset of severe hearing loss in *Prestin*-*hDTR* mice after OHC-TRECK. (**a**) Timelines of experiments and DT administration for recording of the DPOAEs and ABRs. Asterisks indicate the days for recording of DPOAEs and ABRs. (**b**) DPOAE levels in *Prestin*-*hDTR* mice after administration of DT. The means (black circles and red squares) and SDs (error bars) of DPOAE output levels at 2*f*_1_ − *f*_2_ against the *f*_2_ frequencies (4, 5.7, 8, 11.3, 16, 22.6, and 32 kHz) for 50 dB SPL are shown for untreated (DT−) and DT-treated (DT+) wild-type (WT) and DT ± *Prestin*-*hDTR* mice. Asterisks indicate statistical significances: *P < 0.05, **P < 0.01, and ***P < 0.001 (one-way ANOVA with Tukey’s multiple comparisons test). ns, no significant difference. (**c**) Change in ABR thresholds in *Prestin*-*hDTR* mice after administration of DT. The means (symbols) and SDs (error bars) of ABR thresholds for sound stimuli at 4, 8, 16, and 32 kHz are shown for *Prestin*-*hDTR* mice at 0, 1, 2, 3, 4, and 7 days after administration of DT. The number of mice examined is shown. The blue, pink, green, and orange horizontal dotted lines indicate the means of the ABR thresholds for sound stimuli at 4, 8, 16, and 32 kHz, respectively, in WT mice at P28 (*n* = 18) and P35 (*n* = 9). (**d**) Representable ABR waveforms from DT− and DT+ groups of WT and *Prestin*-*hDTR* mice at P35. The waveforms of mice represent the ABRs to tone pip stimuli at the indicated sound pressure level (dB SPL) at 4, 8, 16, and 32 kHz. The locations of ABR peaks I-V are indicated with ranges (μV) of the negative wave apex and latency (ms).

### Evaluation of selective OHC depletion by OHC-TRECK

We next investigated the effects of OHC-TRECK, administration of DT and integration of the transgene in cells neighboring OHCs using qRT-PCR and immunohistochemistry (Fig. 4a). We first quantified the mRNA expression levels of *Slc17a8* (solute carrier family 17, member 8, also known as *Vglut3*) and *Sox2* (SRY-box 2), which are markers of IHCs and supporting cells (SCs), respectively^32,33^. There were no significant differences in the mRNA expression levels of *Vglut3* and *Sox2* in DT-treated *Prestin*-*hDTR* mice (Fig. 4b). Next, we investigated the phenotypes of IHCs and SCs, which include Deiters’ cells (DCs) and outer pillar cells (OPCs), by performing whole-mount staining for phalloidin, anti-MYO6, and anti-SOX2 antibodies (Figs. 4c,d). The morphology of the stereocilia bundles of IHCs and the staining pattern of MYO6 from DT-treated *Prestin*-*hDTR* mice were consistent with those from wild-type mice (Fig. 4d), and there was no change in the number of IHCs in DT-treated *Prestin*-*hDTR* mice (Fig. 4e). Although the organization of SOX2-positive nuclei was slightly disrupted in DT-treated *Prestin*-*hDTR* mice (Fig. 4c), the number of DCs, which intercalated with the three rows of OHCs in their apical phalangeal processes^33,34^, after DT treatment of *Prestin*-*hDTR* mice was similar to that of wild-type mice (Fig. 4e). There were also no significant changes in the number of SOX2-positive nuclei from the OPCs, which are in direct contact with the first row of OHCs^33^, by OHC-TRECK (Fig. 4e).

**Figure 4:**
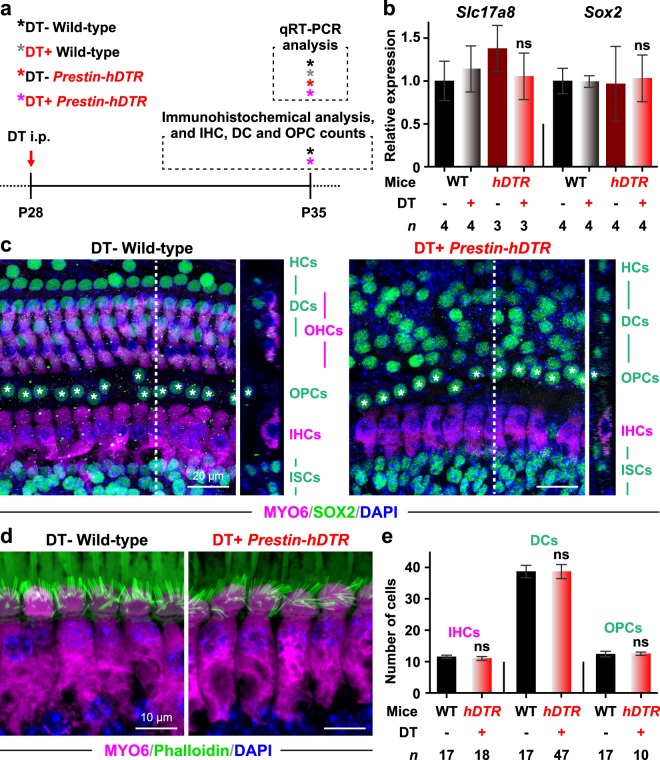
Phenotypes of the IHCs, Deiters’ cells (DCs), and outer pillar cells (OPCs) in *Prestin*-*hDTR* mice after OHC-TRECK. (**a**) Timeline of experiments and DT administration for qRT-PCR analysis, immunohistochemical analysis, and cell counts of the IHCs, DCs, and OPCs. Red arrows and asterisks indicate the days of DT administration and tissue collection for each experiment. (**b**) qRT-PCR analysis of the IHC marker (*Slc17a8*/*Vglut3*) and SC marker (*Sox2*) in cochlear RNA from DT− and DT+ groups of wild-type (WT) and *Prestin*-*hDTR* (*hDTR*) mice. Error bars = SDs. ns, no significance (ANOVA with Tukey’s multiple comparisons test). (**c**) Confocal images of MYO6 (magenta) and SOX2 (green) expression in the OHCs, IHCs, DCs, and OPCs in the middle area of the cochlea in DT− WT and DT+ *Prestin*-*hDTR* mice. The dotted lines in the optical *xy* sectional views in the left panels correspond to the *yz* side views in the right panels. The cochleae were counterstained with DAPI (blue). The OPCs are marked with asterisks. HCs, Hensen’s cells; and ISCs, inner supporting cells (inner pillar, inner phalangeal, and inner border cells). (**d**) Confocal images of the IHCs from the middle area of the cochlea in DT− WT and DT+ *Prestin*-*hDTR* mice. The cochleae of mice were stained with anti-myosin VI (MYO6) antibody (magenta), phalloidin (green), and DAPI (blue). (**e**) Counts of the IHCs, DCs, and OPCs in apical and middle areas in the cochleae of WT and *hDTR* mice. Error bars = SDs. ns, no significance (Student’s t-test).

Moreover, we investigated the effect of OHC-TRECK on VHCs in the utricle, crista, and saccule (Fig. 5a,b). The morphologies of the VHC stereocilia and the number of VHCs from DT-treated *Prestin*-*hDTR* mice were the same as those from wild-type mice in the three vestibular tissues (Fig. 5c,d). We also investigated the vestibular functions of DT-treated *Prestin*-*hDTR* mice (Fig. 6a) by open-field behavior tests. The tests confirmed that the behaviors of DT-treated *Prestin*-*hDTR* mice were normal, and the mice did not exhibit hyperactivity or circling behavior, which were observed in mice with vestibular dysfunction (Fig. 6b,c).

**Figure 5:**
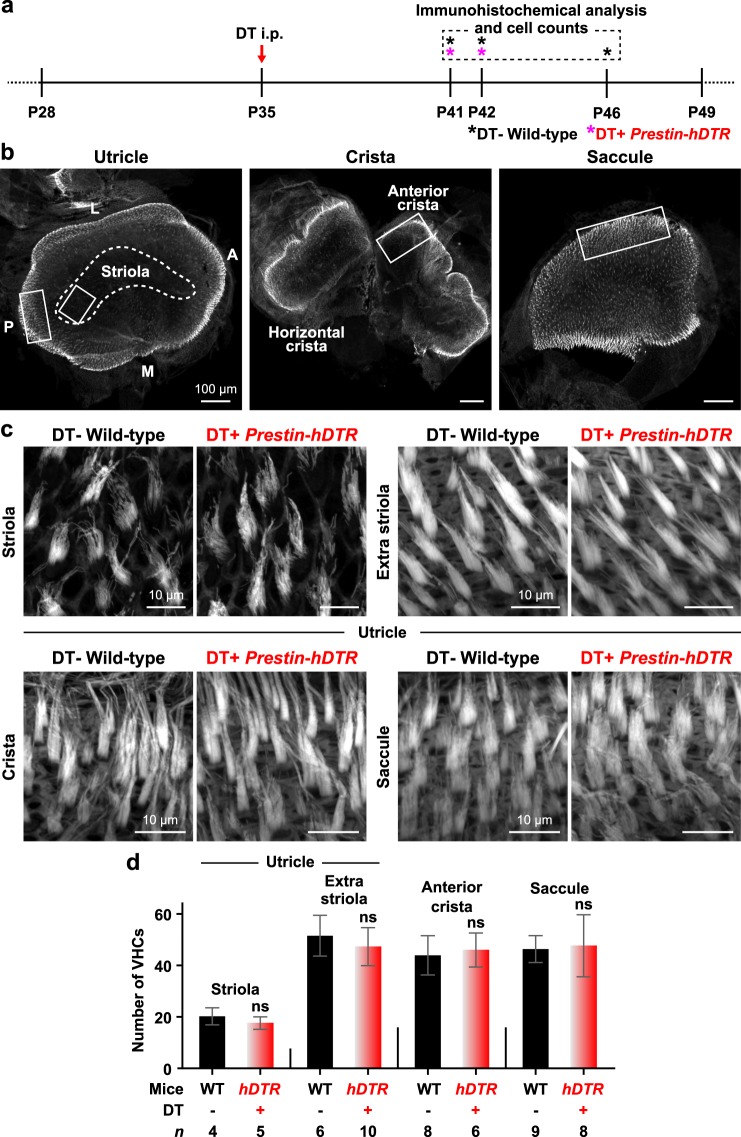
Phenotypes of vestibular hair cells (VHCs) in *Prestin*-*hDTR* mice after OHC-TRECK. (**a**) Timelines of experiments and DT administration for immunohistochemical analysis and VHC counts. Asterisks indicate the days of tissue collection. (**b**) Confocal images of the utricles, cristae, and saccules in mice. The white dotted line is an approximate outline of the striolar region in the utricle. The VHCs were counted within the white boxed areas. A, anterior; L, lateral; M, medial; and P, posterior. (**c**) Confocal images showing the VHCs from the striolar and extrastriolar regions of the utricles, cristae, and saccules of wild-type (WT) and DT-treated (DT+) *Prestin*-*hDTR* mice visualized by phalloidin staining. (**d**) VHC counts in the striolar and extrastriolar regions of the utricles, anterior cristae, and saccules of WT and DT+ *Prestin*-*hDTR* (*hDTR*) mice. Error bars = SDs. ns, no significant difference (Student’s t-test).

**Figure 6:**
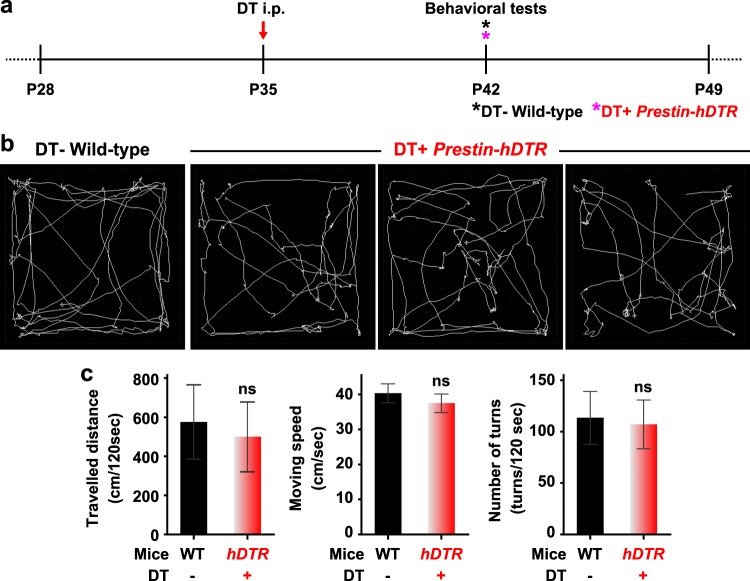
Vestibular functions in *Prestin*-*hDTR* mice after OHC-TRECK. (**a**) Timeline of experiments and DT administration for open-field behavioral tests. Asterisks indicate the days of testing. (**b**) Examples of open-field pathway traces (white lines) for wild-type (WT) and DT-treated (DT+) *Prestin*-*hDTR* mice. (**c**) Quantitation of the average traveled distance, movement speed, and number of turns in 120 sec from 44 individuals of each WT and DT+ *Prestin*-*hDTR* (*hDTR*) mouse. Error bars = SDs. ns, no significant difference (Student’s t-test).

### Changes in gene expression profiles in the cochlea by OHC-TRECK

We next performed differential gene expression analysis of cochlear RNAs isolated from the wild-type, DT-treated wild-type, *Prestin*-*hDTR*, and DT-treated *Prestin*-*hDTR* mice using a microarray to determine the changes in gene expression in OHCs after OHC-TRECK. 

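The RNA of each group was labelled with Cy3 and hybridised to 1 Agilent mouse array, and the 4 arrays lay on 1 slide. The labels give 4 females and 4 males per group, and the paper gives 8 cochleae per group at postnatal day 35, which was 7 days after 50 μg/kg of DT in the DT-treated groups. The authors deposited the background-subtracted intensity of each spot, as the Feature Extraction software wrote it, with no scaling between arrays. Control spots and the 149 to 228 spots per array marked as outliers were left out, spots of the same probe were averaged, and each array was divided by its 75th percentile before log2 was taken. Between 62.2% and 70.6% of the probes on an array were well above background, and no spot was saturated. A probe entered a comparison when it was well above background on at least 1 of the 2 arrays, and it was called changed at 2-fold or more. Where a probe was not well above background on one array, its signal there was raised to the lowest normalized signal among probes well above background on that array, unless its own was higher, and its fold is a lower bound, written as at least N-fold. Each group has 1 array, so no difference has a replicate check, no p-value is given, and the number of arrays limits the precision. Spots of the same probe on an array had a median SD between 0.061 and 0.071 on the log2 scale, over 299 to 311 probes with repeated spots, which covers the error of a spot and not the spread between mice. Positions of probes are those of the array files, in the mm9 build.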

We first investigated the effects of transgene integration on gene expression by comparing differentially expressed genes (DEGs) between wild-type and *Prestin*-*hDTR* mice. 

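Between untreated wild-type and untreated *Prestin*-*hDTR* mice, 28328 probes were compared, of which 286 were upregulated and 658 were downregulated in *Prestin*-*hDTR* mice. The signal was well above background on both arrays for 105 of the upregulated and 279 of the downregulated probes, and the folds of the other 181 and 379 are lower bounds. Among the alternatives set in advance, a requirement that a probe be well above background on all 4 arrays moved these counts by the largest ratio, to 55 upregulated and 129 downregulated. Among probes measured on both arrays, the largest rise was 10.4-fold for *Cfap52* (chromosome 11, 67738471 to 67738530), which the array files list under its older name *Wdr16*. The same probe was 8.43-fold higher in DT-treated than in untreated wild-type mice. It was dim in untreated wild-type and DT-treated *Prestin*-*hDTR* mice (normalized log2 signals of -5.58 and -5.41), so it followed neither the transgene nor DT. The largest fall was 18.1-fold for *Ppbp* (pro-platelet basic protein; chromosome 5, 91198970 to 91199029). The log2 ratios of the 25915 probes measured on both arrays had a median of -0.014 and an SD of 0.28.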

We found that 92 and 232 probes were up- and downregulated, respectively, with a ≥2-fold change (Supplementary Fig. S3a,c). We also determined the DEGs between wild-type and DT-treated wild-type mice to investigate the effect of DT treatment on gene expression. This analysis revealed that 238 probes were differentially expressed; 173 were upregulated and 65 were downregulated by DT administration (Supplementary Fig. S3b,d). Thus, these results indicated that transgene integration and DT treatment may influence gene expression profiles. Moreover, we identified the common up- and downregulated probes, which could lead to a bias in data analysis due to the effects of the transgene and DT administration, by pairwise comparisons between the “wild-type vs *Prestin*-*hDTR*” and “wild-type vs DT-treated *Prestin*-*hDTR*” groups (Supplementary Fig. S3a,c) and between the “wild-type vs DT-treated wild-type” and “wild-type vs DT-treated *Prestin*-*hDTR*” groups (Supplementary Fig. S3b,d). 

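Of the 26728 probes compared between the untreated and DT-treated wild-type mice, 390 were upregulated and 291 were downregulated after DT. The signal was well above background on both arrays for 186 and 79 of these. The highest fold among probes measured on both arrays was that of *Kel* (Kell blood group; chromosome 6, 41636474 to 41636533), which rose 9.16-fold, and *Gata1* (chromosome X) rose 6.30-fold. The largest fall was 5.93-fold for *Acsm3* (chromosome 7, 126928021 to 126928080), a gene that was also 8.53-fold lower in untreated *Prestin*-*hDTR* than in untreated wild-type mice. Which direction held more probes depended on the processing, since the normexp correction, in place of that of the Feature Extraction software, gave 175 upregulated and 236 downregulated probes, and without a floor on dim signals there were 450 and 708.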

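In the comparisons with untreated wild-type mice, 20 probes were upregulated in both untreated and DT-treated *Prestin*-*hDTR* mice, and 45 probes were upregulated in both DT-treated groups. The probes downregulated in the same pairs numbered 261 and 234. The 4 sets sum to 560 probes, or 362 distinct probes, because a probe can belong to more than 1 set. Of the 4 sets, in the same order of upregulated and then downregulated probes, 7, 28, 52 and 36 probes were well above background on all 4 arrays. None of the probes in Supplementary Table S1 or Supplementary Table S3 (a count of 0 in each) belonged to these sets.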

We found 113 common up- and downregulated probes (7 in Supplementary Fig. S3a; 24 in Supplementary Fig. S3b; 50 in Supplementary Fig. S3c; and 32 in Supplementary Fig. S3d), and these probes were removed from further analysis in this study.

Gene expression analysis identified 449 upregulated probes (fold change cutoff of 2) (Fig. 7b). 

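After removal of the common probes, 754 probes were upregulated in DT-treated *Prestin*-*hDTR* mice in at least 1 of the 3 comparisons with the other groups. Before removal, 525 probes were upregulated against untreated wild-type mice, 359 against DT-treated wild-type mice and 700 against untreated *Prestin*-*hDTR* mice. Of the 754 probes, 231 were upregulated only against untreated *Prestin*-*hDTR* mice, 54 only against untreated wild-type mice and 23 only against DT-treated wild-type mice.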

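The 3 comparisons shared 267 upregulated probes, which represent 262 genes. All 4 arrays measured 109 of them well above background, whereas 79 were well above background only in DT-treated *Prestin*-*hDTR* mice, so that their folds are lower bounds. Without a detection filter, 632 probes were shared, and the requirement on all 4 arrays, which moved this number by a slightly larger ratio, left 109. Of the 98 probes in Supplementary Table S1, which were well above background on all 4 arrays, 96 were among those shared, and the other 2 fell short of 2-fold against a control, the lowest at 1.99-fold. Among the probes measured on all 4 arrays, 13 were shared but not listed in that table, and 12 of these match no gene in the RefSeq gene table. When each array in turn was set against the other 3, without removal of common probes, 271 probes were upregulated in DT-treated *Prestin*-*hDTR*, 196 in DT-treated wild-type, 193 in untreated wild-type and 126 in untreated *Prestin*-*hDTR* mice.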

Within the probe sets, 98 probes (94 genes) overlapped in pairwise comparisons among the “wild-type vs DT-treated *Prestin*-*hDTR*”, “DT-treated wild-type vs DT-treated *Prestin*-*hDTR*”, and “*Prestin*-*hDTR* vs DT-treated *Prestin*-*hDTR*” groups (Fig. 7b and Supplementary Table S1), and these probes were further analyzed as candidates of OHC-TRECK-specific upregulated genes. 

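The order of the genes depended on the group with which DT-treated *Prestin*-*hDTR* mice were compared. Ranked by fold against untreated *Prestin*-*hDTR* mice, the probes of Supplementary Table S1 gave the 10 genes that stand first in the table. Ranked against untreated wild-type or DT-treated wild-type mice, 7 and 5 of these genes were again among the first 10. *Ddx43* (chromosome 9, 78271285 to 78271344) rose 6.75-fold against untreated *Prestin*-*hDTR*, 5.75-fold against untreated wild-type and 4.34-fold against DT-treated wild-type mice. Its normalized log2 signal in these groups was dim, at -5.99, -5.76 and -5.35. The lowest signals among probes well above background there were -6.39, -5.93 and -5.48. The paper could not detect *Ddx43* by qRT-PCR. *Ccr2* (chromosome 9, 124022948 to 124023007), the receptor of the chemokine encoded by *Ccl2*, rose 6.02-fold, 3.42-fold and 2.28-fold in the same order, and its signal in the control groups differed by up to 1.40 on the log2 scale.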

Figure 7c highlights a cluster that contains 6 of the top 10 differentially upregulated genes (Supplementary Fig. S4) from the 98 probe sets. The most highly upregulated gene (fold change of +18.38) was *Vgf* (VGF nerve growth factor inducible), which is a neuronal polypeptide that is known to be overexpressed by nerve injury and endoplasmic reticulum stress-induced cell death as a neuroprotective effect^35,36^. 

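The *Vgf* probe (chromosome 5, 137509153 to 137509212) was well above background in every group. Its normalized log2 signal was 1.50 in DT-treated *Prestin*-*hDTR* mice, -1.96 in untreated wild-type, -1.63 in DT-treated wild-type and -2.69 in untreated *Prestin*-*hDTR* mice. These levels give rises of 11.0-fold, 8.75-fold and 18.3-fold, respectively, over the 3 control groups. The control groups themselves differed by up to 1.06 on the log2 scale.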

Gene ontology (GO) analysis of the 94 genes revealed 79 significant GO terms of the “biological process” category (P < 0.05) (Supplementary Table S2). Within the category of “biological process”, the enriched GO terms were “biological regulation” (22.97%) and “response to stimulus” (20.1%) (Fig. 7d). Moreover, the association with the GO term “immune system process” was statistically significant (*P* = 0.0437). 

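All 18 genes that Supplementary Table S2 lists under “immune system process” had a probe on the array, and their median rise over untreated *Prestin*-*hDTR* mice was 2.98-fold. The paper's enrichment test was not repeated, since the files hold no GO annotation. The folds describe the genes listed under the term, which had been selected for a rise of 2-fold or more.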

Among the broader GO terms, there was a significant association with “response to stress”, “immune response”, “leukocyte migration”, “regulation of immune system process”, “regulation of response to stimulus”, and “activation of immune response” (Fig. 7e). Moreover, we observed upregulation (fold change of +4.78) of *Wnt2* (wingless-type MMTV integration site family, member 2), the expression of which had previously been reported to be significantly increased 3 days after DT treatment in RNA from *iDTR*;*Gfi1*-Cre mice^37^ (Supplementary Fig. S4 and Supplementary Table S1). 

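The median rise over untreated *Prestin*-*hDTR* mice was 3.06-fold for the 30 genes listed under “response to stress” and 2.60-fold for the 16 genes under “immune response”. It was 4.23-fold for the 7 genes under “leukocyte migration”, of which *Lgals3* rose most (6.18-fold) and *Cx3cr1* least (2.27-fold). The 15 genes under “regulation of immune system process” had a median of 3.09-fold, the 28 genes under “regulation of response to stimulus” 3.12-fold, and the 6 genes under “activation of immune response” 2.59-fold.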

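The *Wnt2* probe (chromosome 6, 17938994 to 17939053) rose 4.76-fold over untreated *Prestin*-*hDTR*, 2.89-fold over untreated wild-type and 2.51-fold over DT-treated wild-type mice. It was dim but well above background on all 4 arrays, with normalized log2 signals of -5.68, -4.96 and -4.76 in these control groups and -3.43 in DT-treated *Prestin*-*hDTR* mice.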

The OHC-TRECK-specific upregulated genes in the microarray analysis were validated using qRT-PCR analysis. This analysis confirmed that eight genes among the top 11 highly upregulated genes in the microarray analysis were significantly upregulated in the cochlear RNA from DT-treated *Prestin*-*hDTR* mice, although the expression of *Ddx43* (DEAD box polypeptide 43) and *Gm10433* (uncharacterized noncoding RNA gene) was undetectable by qRT-PCR, and the expression levels of *Ccr2* and *Wnt2* were not significantly upregulated in DT-treated *Prestin*-*hDTR* mice (Fig. 7f). We also validated the expression levels of five immune genes, which were predicted to be highly expressed in the cochlea from microarray data. The expression levels were significantly upregulated in DT-treated *Prestin*-*hDTR* mice (Fig. 7f).

**Figure 7:**
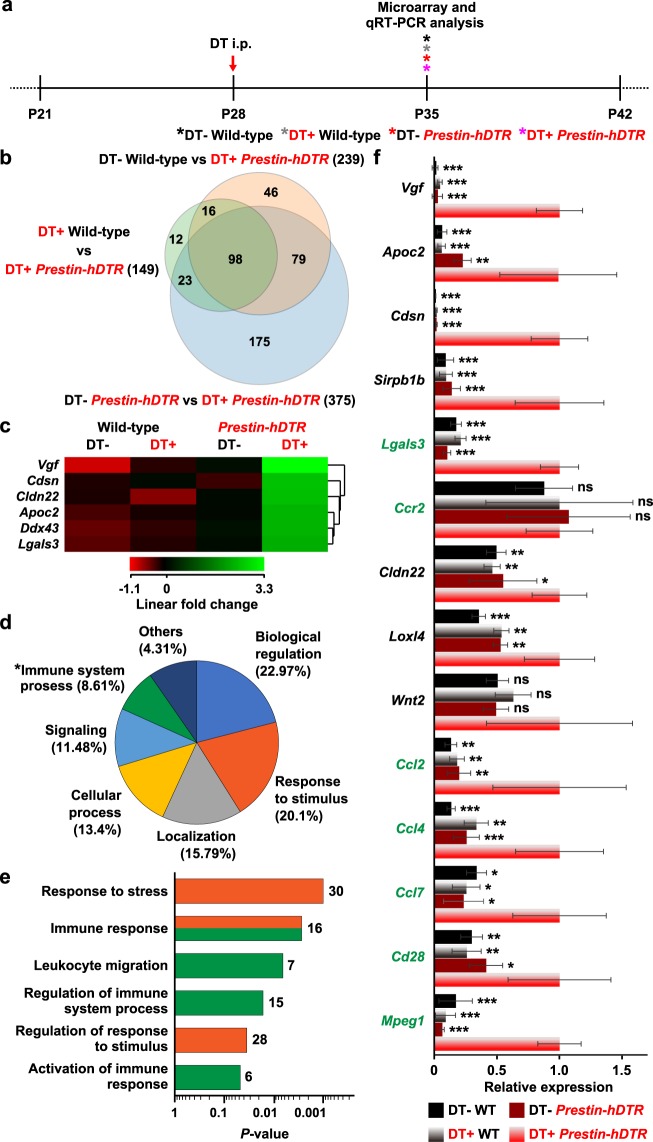
Characterization of the upregulated genes in cochlear RNA by OHC-TRECK. (**a**) Timelines of experiments and DT administration for microarray and qRT-PCR analysis. Asterisks indicate the days of tissue collection for RNA extraction. (**b**) Venn diagram illustrating the common and unique upregulated genes (fold change ≥2) in cochlear RNA across untreated (DT−) wild-type (WT) vs DT-treated (DT+) *Prestin*-*hDTR* mice, DT− *Prestin*-*hDTR* vs DT+ *Prestin*-*hDTR* mice, and DT+ WT vs DT+ *Prestin*-*hDTR* mice. (**c**) Gene expression profiles of the top 1 (*Vgf*), 2 (*Ddx43*), 3 (*Apoc2*), 4 (*Cdsn*), 6 (*Lgals3*), and 9 (*Cldn22*) highly upregulated genes by OHC-TRECK. A cluster cropped from the heat map (Supplementary Fig. S4) of 98 common probes (94 genes) (**b**). (**d**,**e**) Gene ontology (GO) analysis of 98 commonly upregulated genes by OHC-TRECK. A pie chart with 7 subdivisions shows GO terms for the “biological process” category (**d**). *P = 0.0437. The horizontal bar chart shows the enriched GO terms within “response to stimulus” (orange bars) and “immune system process” (green bars) with statistical significance (*P* < 0.05). The number of genes within each category are indicated on the right side of each bar (**e**). (**f**) Validation of the microarray data. The expression levels of nine genes (*Vgf*, *Apoc2*, *Cdsn*, *Sirpb1b*, *Lgals3*, *Ccr2*, *Cldn22*, *Loxl4*, and *Wnt2*) among the top 11 highly upregulated genes and five immune-related genes (*Ccl2*, *Ccl4*, *Ccl7*, *Cd28*, and *Mpeg1*) were validated in the cochlear RNA of DT ± WT and *Prestin*-*hDTR* (*P*-*hDTR*) mice. The seven immune-related genes are highlighted in green. Error bars = SDs. Asterisks indicate statistical significance (*P < 0.05, **P < 0.01, and ***P < 0.001: one-way ANOVA with Tukey’s multiple comparisons test) compared with DT+ *P*-*hDTR* mice. ns, no significant difference.

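A decrease of 2-fold or more in DT-treated *Prestin*-*hDTR* mice against each of the other groups was found for 61 probes, which represent 58 genes. The signal was well above background on all 4 arrays for 47 probes, and 14 probes were not well above background in DT-treated *Prestin*-*hDTR* mice. Without a detection filter, 337 probes decreased, and as many did with the software's positive and significant flag on at least 1 array and no floor. No preset alternative moved this number more. All 40 probes of Supplementary Table S3 were among the 61. The same count for each other array against its 3 counterparts, without removal of common probes, was 33 in untreated *Prestin*-*hDTR*, 5 in untreated wild-type and 2 in DT-treated wild-type mice, compared with 65 in DT-treated *Prestin*-*hDTR* mice.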

We confirmed that 40 probes (36 genes) were differentially downregulated more than two-fold by pairwise comparison among the “wild-type vs DT-treated *Prestin*-*hDTR*”, “DT-treated wild-type vs DT-treated *Prestin*-*hDTR*”, and “*Prestin*-*hDTR* vs DT-treated *Prestin*-*hDTR*” groups (Fig. 8a,b and Supplementary Table S3). 

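Supplementary Table S4 lists 10 genes under “sensory perception of sound”, with a median decrease of 3.44-fold against untreated *Prestin*-*hDTR* mice. The 9 genes listed under “inner ear development” decreased by a median of 4.23-fold, and the 7 genes under “inner ear morphogenesis” by a median of 5.51-fold. These genes had been selected for a decrease of 2-fold or more.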

GO analysis confirmed that 15 of the 36 genes were significantly associated with hearing-related GO terms (Supplementary Table S4). Moreover, mutations and/or deletions of 13 genes, namely, *Strc*, *Chrna10* (cholinergic receptor, nicotinic, alpha polypeptide 10), *Chrna9* (cholinergic receptor, nicotinic, alpha polypeptide 9), *Ocm*, *Myo15* (myosin XV), *Gfi1* (growth factor independent 1), *Lhx3* (LIM homeobox protein 3), *Barhl1* (BarH-like 1 (Drosophila)), *Pjvk* (pejvakin), *Tomt* (transmembrane O-methyltransferase), *Pou4f3* (POU domain, class 4, transcription factor 3), *Tmc1* (transmembrane channel-like gene family 1), and *Grxcr2* (glutaredoxin, cysteine rich 2), cause hearing loss in humans and mice (Fig. 8b)^26–28,38–50^. 

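Each of the 13 genes had a probe that was well above background on all 4 arrays and decreased in DT-treated *Prestin*-*hDTR* mice against each other group. These probes are in Supplementary Table S3, which holds probes selected for such a decrease. The smallest of the 3 decreases of a gene ranged from 2.03-fold for *Lhx3* and 2.04-fold for *Gfi1* to 7.43-fold for *Strc*. For *Gfi1* and *Lhx3*, the signal also differed between the controls, being 2.07-fold and 1.92-fold lower in untreated wild-type than in untreated *Prestin*-*hDTR* mice. The probes of *Barhl1* disagreed, since the probe in Supplementary Table S3 (chromosome 2, 28763253 to 28763312) decreased by 3.27-fold or more against every group, whereas a second, neighbouring probe (28763200 to 28763239) differed by no more than 1.08-fold. A second *Chrna9* probe (chromosome 5, 66335518 to 66335577) decreased by no more than 1.28-fold, and a second *Tmc1* probe was not well above background on any array.

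**Figure D1:**
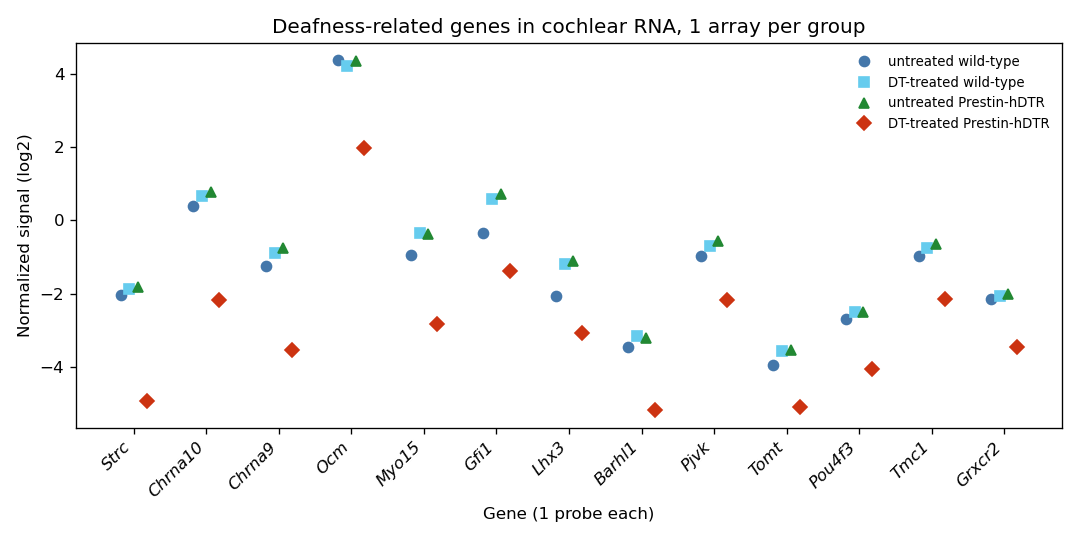
Normalized log2 signal of the 13 deafness-related genes, 1 probe per gene, with 1 point for each of the 4 arrays. For every gene, the point of DT-treated *Prestin*-*hDTR* mice lies below the points of the 3 other groups. The probes are those of Supplementary Table S3, which were selected for a decrease of 2-fold or more, so this pattern follows from the selection. The second probes of *Barhl1*, *Chrna9* and *Tmc1* are not shown.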

The ten most downregulated genes (fold change of −8.52 to −3.88) were *Strc*, *Chrna10*, *Gm46479* (uncharacterized noncoding RNA), *Chrna9*, *Ocm*, *Gm3161* (predicted gene), *Myo15*, *Gfi1*, *Ppp1r17* (protein phosphatase 1, regulatory subunit 17), and *Lhx3* (LIM homeobox protein 3) (Supplementary Table S3). 

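Against untreated *Prestin*-*hDTR* mice, *Strc* decreased 8.57-fold, *Chrna10* 7.64-fold, *Chrna9* 6.83-fold, *Myo15* 5.51-fold, *Gfi1* 4.23-fold and *Lhx3* 3.90-fold. *Gm46479* was represented by 2 probes, which the array files list under other names, with decreases of 7.29-fold and 5.95-fold, and *Gm3161* by 2 probes with decreases of 5.55-fold and 4.19-fold. The order of these genes by these folds was that of the table. By the decrease against untreated wild-type mice, 9 of the 10 leading probes were again among the first 10, and *Strc* led in each of the 3 comparisons.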

High and/or specific expression of *Strc*, *Chrna10*, *Chrna9*, and *Ocm* in OHCs has been demonstrated previously^26–28,51,52^. 

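In DT-treated *Prestin*-*hDTR* mice, the normalized log2 signal was -4.93 for *Strc* (chromosome 2, 121189571 to 121189630), -2.16 for *Chrna10* (chromosome 7, 109259781 to 109259840) and -3.52 for *Chrna9* (chromosome 5, 66368450 to 66368509). Among the other groups, it lay between -2.03 and -1.83, between 0.39 and 0.77, and between -1.24 and -0.74, respectively. *Ocm* was measured by 2 probes on chromosome 5 (144780676 to 144780735 and 144785309 to 144785368), which decreased 5.18-fold and 5.77-fold against untreated *Prestin*-*hDTR* mice.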

We performed qRT-PCR analysis to validate the downregulation of the genes responsible for hearing loss in humans and mice. The analysis confirmed significant downregulation of these genes in the cochlear RNA from DT-treated *Prestin*-*hDTR* mice (Figs 1e and 8c).

**Figure 8:**
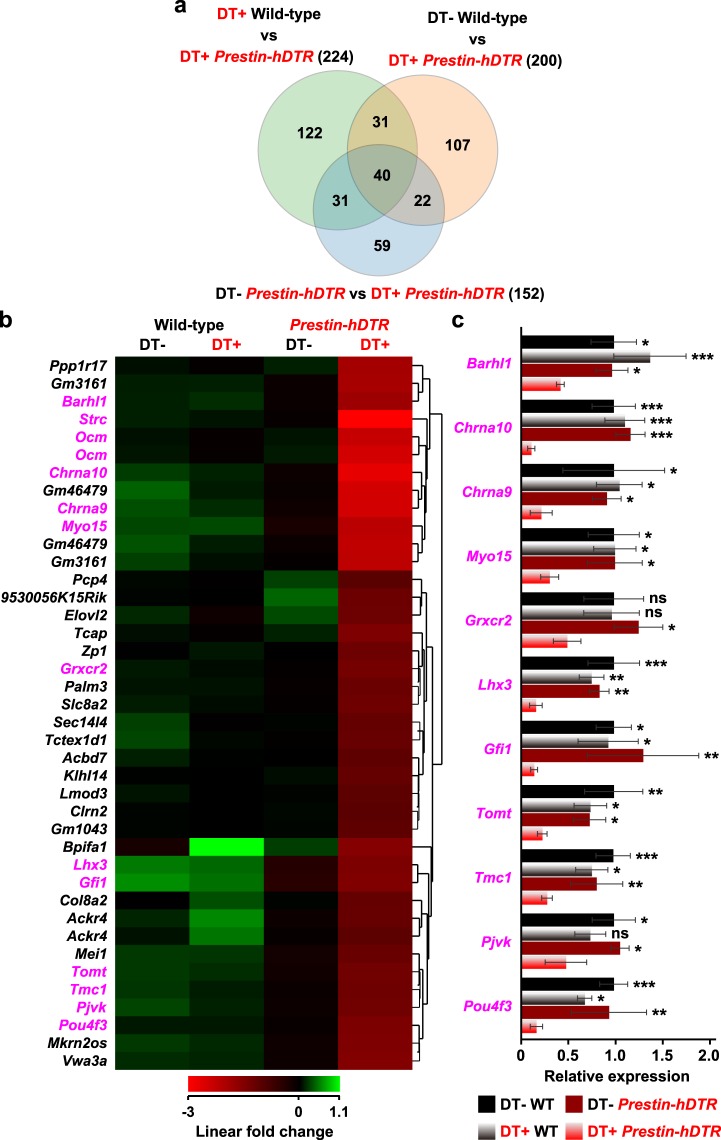
Characterization of the downregulated genes in cochlear RNA by OHC-TRECK. (**a**) Venn diagram illustrating the common and unique downregulated genes (fold change ≤−2) in cochlear RNA across untreated (DT−) wild-type (WT) vs DT-treated (DT+) *Prestin*-*hDTR*, DT− *Prestin*-*hDTR* vs DT+ *Prestin*-*hDTR*, and DT+ WT vs DT+ *Prestin*-*hDTR* mice. (**b**) Heat map showing the expression profiles of 40 common probes (**a**), including 36 genes downregulated in DT+ *Prestin*-*hDTR* mice. The genes responsible for hearing loss in humans and mice are highlighted in magenta. (**c**) Validation of the microarray data. The genes responsible for hearing loss in humans and mice were sued to validate the expression levels in the cochlear RNA of DT ± WT and *Prestin*-*hDTR* (*P*-*hDTR*) mice. Error bars = SDs. Asterisks indicate statistical significance (*P < 0.05, **P < 0.01, and ***P < 0.001: one-way ANOVA with Tukey’s multiple comparisons test) compared with DT− WT mice. ns, no significant difference.

### OHC-TRECK in neonatal mice

Next, we investigated the phenotypes associated with OHC-TRECK in neonatal mice (P1) using immunohistochemical analysis (Fig. 9a). The number of OHCs in neonatal mice was clearly decreased in *Prestin*-*hDTR* mice 7 days after administration of DT (Fig. 9b,c). However, a few OHCs survived in the cochleae of DT-treated juvenile *Prestin*-*hDTR* mice at P8 compared with those of adult stages. Moreover, obvious damage was observed in the IHCs of DT-treated *Prestin*-*hDTR* mice. The number of IHCs decreased significantly in DT-treated *Prestin*-*hDTR* mice (Fig. 9b,d). Abnormal stereocilia bundles were observed in many IHCs from DT-treated *Prestin*-*hDTR* mice.

**Figure 9:**
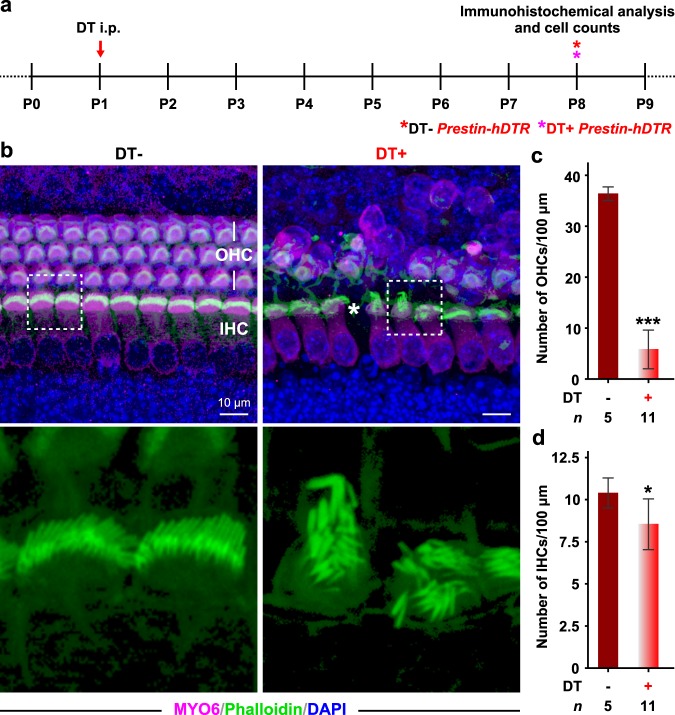
Partial depletion of OHCs and damage of IHCs in neonatal *Prestin*-*hDTR* mice after administration of DT. (**a**) Experimental design for immunohistochemical analysis and OHC counts. Asterisks indicate the days of tissue collection. (**b**) Confocal images showing the OHCs and IHCs of untreated (DT−) and DT-treated (DT+) *Prestin*-*hDTR* mice visualized by anti-MYO6 antibody (magenta), phalloidin (green), and DAPI (blue). High-magnification images of the stereocilia bundles indicated in dotted boxes in the top panels are shown in bottom panels. The asterisk indicates the IHC loss. (**c**,**d**) OHC (**c**) and IHC (**d**) counts in the middle areas in the cochleae of DT− and DT+ *Prestin*-*hDTR* mice. Error bars = SDs. Asterisks indicate statistical significance: *P < 0.05 and ***P < 0.001 (Student’s t-test).

## Discussion

Several cellular knockout methods for hair cells and SCs using DT have been established and are widely utilized in studies of hair cell regeneration^37,53,54^, the innate immune system in cochlear cells^55^, SGC survival after hair cell death^56^, and the relationship between vocalization and auditory experience^57^. In this study, we established *Prestin*-*hDTR* mice, which allow *in vivo* depletion of almost all OHCs approximately 4 days after i.p. administration of DT (Figs 1d, 2b,c and S2). Although the same effect on OHCs can be achieved by tamoxifen-mediated induction in *Prestin*^*CreERT2*+/−^;*Rosa26*^*DTA*/−^ mice^58^, *Prestin*-*hDTR* mice exhibit OHC depletion by simple DT administration, which will prove useful for understanding the consequences of OHC death.

Moreover, our results suggested that the OHC-TRECK method exhibits selective depletion without any damage to IHCs, SCs (DCs and OPCs), SGCs, the stria vascularis, and VHCs (Figs 2d, 4 and 5) 7 days after administration of DT. This selective depletion is very important because the effects of specifically killing OHCs on other cell types within the cochlea will be investigated by morphological and electrophysiological phenotypic analysis and gene expression analysis in short- and long-term studies. In addition, we expect that OHC-TRECK will be very useful for the comparison of models with noise- or ototoxic drug-induced HC death and to determine how these insults impact or damage other cell types.

We also investigated the effect of transgene integration and DT treatment on the auditory phenotypes and gene expression of DT-treated and untreated wild-type and *Prestin*-*hDTR* mice. In particular, the dose (i.p., 50 μg/kg body weight) of DT used for TRECK in this study was extremely high compared with those used in previous studies, although DT administration did not lead to mouse death at this dose^22,23^. Comparison of the cochlear RNAs of untreated *Prestin*-*hDTR* and DT-treated wild-type mice showed that several genes were differentially expressed (Supplementary Fig. S3). 

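The log2 ratios between untreated and DT-treated wild-type mice had an SD of 0.26 over the 24328 probes measured on both arrays. For untreated *Prestin*-*hDTR* against DT-treated *Prestin*-*hDTR* mice, the SD was 0.35 over 24229 probes. Genes of blood and marrow cells differed between the control groups. The median log2 ratio of 14 neutrophil genes was -1.30 in untreated *Prestin*-*hDTR* and 0.72 in DT-treated wild-type mice, each against untreated wild-type mice. For 11 measured erythroid genes, it was 0.24 and 0.81.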

Although these results indicate the effects of the transgene and DT in mice, there are no significant GO terms (P < 0.05) associated with specific transgenesis- and DT treatment-related DEGs. Moreover, the hearing levels were normal in untreated *Prestin*-*hDTR* and DT-treated wild-type mice (Fig. 3b,d). Therefore, we predict that the effects of the transgene and DT on auditory phenotypes are extremely weak in adult mice.

Differential gene expression analysis using *Prestin*-*hDTR* mice may provide interesting information related to OHC death. 

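Macrophage markers, without any gene of Supplementary Table S1, were higher in DT-treated *Prestin*-*hDTR* mice than in the other groups. Their median log2 ratio was 0.75 over 20 measured genes, of which 19 were higher, and it lay above those of all 10000 random lists matched on mean expression (percentile 100), a description of these arrays only. Against single groups, the median was 1.01 for untreated *Prestin*-*hDTR*, 0.63 for untreated wild-type and 0.58 for DT-treated wild-type mice. Among the genes of Supplementary Table S1, *Ccl2* (chromosome 11, 81850650 to 81850709) rose 4.67-fold over untreated *Prestin*-*hDTR* mice, *Ccl7* (chromosome 11, 81860656 to 81860715) 4.23-fold, *Cd33* 2.59-fold and *Cd14* 2.15-fold.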

We performed microarray analysis using RNA isolated from cochleae 7 days after DT treatment of *Prestin*-*hDTR* mice as a preliminary experiment and observed the upregulation of several immune-related genes, including cytokine receptors and ligands and CD antigens, which are associated with biological processes such as response to stress, immune response, and leukocyte migration (Figs. 7c–e and S4, Supplementary Tables S1 and S2). Upregulation of immune-related genes probably results from inflammatory/immune responses caused by OHC death. Previous studies have reported the upregulation of genes associated with inflammatory/immune responses by administration of an ototoxic drug^59^, acoustic trauma^60^, and aging^61^. Immune and inflammatory responses are predicted to be essential responses to injury and loss of OHCs; therefore, we suggest that *Prestin*-*hDTR* mice can be used to identify genes associated with these responses. Although we performed cochlear gene expression analysis on day 7 (3 days after the death of almost all OHCs), the use of samples obtained 3 and 4 days after DT administration may be more useful because these are the stages at which OHC death occurs (Fig. 2c).

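Genes listed as markers of OHCs had a median log2 ratio of -1.10 in DT-treated *Prestin*-*hDTR* mice against the mean of the other groups, over 13 measured genes, and all 13 were lower. Of these, 7 are in Supplementary Table S3, which holds probes that decreased 2-fold or more, and the other 6 had a median of -0.17, which that selection makes small. The same list differed by 0.059 between untreated *Prestin*-*hDTR* and untreated wild-type mice, and by 0.041 between the wild-type groups. Without a floor on dim signals, the alternative that moved it most, its median was -1.27. Supporting cell markers had a median of 0.069 over 16 genes. *Slc26a5*, which encodes prestin, was dim and not well above background in DT-treated *Prestin*-*hDTR* mice, at least 1.31-fold lower than in untreated *Prestin*-*hDTR* and at least 1.96-fold lower than in DT-treated wild-type mice.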

We also identified specific downregulated genes after selective OHC depletion and predicted that these genes are associated with the maintenance and function of OHCs. As expected, the downregulated genes included several genes responsible for the maintenance and function of OHCs, such as *Strc*, which is essential not only for the formation of the horizontal top connectors of OHC hair bundles but also for the cohesiveness of the mature OHC hair bundles for tip-link turnover^27^; *Chrna9*, and *Chrna10*, which are required for normal synaptic function and integrity of the olivocochlear system in OHC neurons^38,39^; and *Ocm*, which probably plays a role in OHC calcium homeostasis^26^ (Fig. 8b and Supplementary Table S3). Moreover, the expression levels of the other nine deafness-related genes (*Myo15*, *Gfi1*, *Lhx3*, *Barhl1*, *Pjvk*, *Tomt*, *Pou4f3*, *Tmc1*, and *Grxcr2*) were downregulated more than 2-fold in DT-treated *Prestin*-*hDTR* mice. 

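Against DT-treated wild-type mice, the decreases of these genes ranged from 2.64-fold for *Grxcr2* (chromosome 18, 42145929 to 42145988) to 5.57-fold for *Myo15* (chromosome 11, 60341812 to 60341871). For the genes lowered after selective OHC depletion, the paper predicts a link to the upkeep and function of these cells, finds known OHC genes among them, and holds that the others may contribute too.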

In OHCs from null mutant mice, depletion of *Gfi1*, *Barhl1*, *Pjvk*, *Tomt*, and *Grxcr2* resulted in early-onset degeneration and severe phenotypes compared with IHCs^41,43–45,48^. While the functions of the other downregulated genes in OHCs are not known, analysis of these genes may provide insight into the function and maintenance of OHCs. For example, *Clrn2* (clarin 2), which encodes a transmembrane protein, belongs to the clarin family of genes. 

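The *Clrn2* probe (chromosome 5, 45855144 to 45855203) decreased 2.11-fold against untreated *Prestin*-*hDTR*, 2.12-fold against untreated wild-type and 2.06-fold against DT-treated wild-type mice, close to the threshold in each comparison. The control groups differed by no more than 1.03-fold. For *Clrn1*, a gene of the same family, the largest decrease was 1.38-fold.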

Another gene in the same family, *CLRN1* (clarin 1), is a causative gene of Usher syndrome type III^50^. The expression of *Clrn1* is higher in OHCs than in IHCs, and *Clrn1* null mutant mice exhibit disorganization of OHC stereocilia^62^. *Tcap* (titin-cap) is another candidate gene that is responsible for hearing loss. Although *Tcap* is known as a causative gene of muscular dystrophy in humans^63^, the transcript is detected in the otic vesicles of mouse embryos^64^. Moreover, we are interested in *Ppp1r17*, which was one of the ten most downregulated genes. 

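The normalized log2 signal of *Tcap* (chromosome 11, 98246127 to 98246186) was 1.18 in DT-treated *Prestin*-*hDTR* mice and between 2.59 and 2.79 in the other groups, a decrease of 2.67-fold to 3.05-fold. Of the 7 skeletal muscle genes bright enough in the other groups to show a 2-fold decrease, 0 decreased by that much against each other group. Among them, *Pvalb* is also on the list of genes shared by inner and outer hair cells.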

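The *Ppp1r17* probe (chromosome 6, 55982358 to 55982417) was well above background on all 4 arrays and decreased 3.93-fold against untreated *Prestin*-*hDTR*, 4.11-fold against untreated wild-type and 3.62-fold against DT-treated wild-type mice. Its signal differed by 1.13-fold or less between the wild-type groups and by 1.05-fold between the untreated groups.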

The protein encoded by the *Ppp1r17* gene functions as an inhibitor of the Ser/Thr phosphatases, protein phosphatase 2A (PP2A) and protein phosphatase 1 (PP1)^65^. Liu *et al*. recently reported that aging leads to decreased protein levels of PP1 in the mouse cochlea^66^. Thus, these downregulated genes may contribute to the functions and maintenance of OHCs. In addition, these genes might be candidate causative genes for hearing loss in patients for whom the cause of hearing loss is unknown.

Although we expected that the OHC-TRECK system could be used in OHC studies at early postnatal stages, selective depletion of OHCs was not observed by the administration of DT to neonatal *Prestin*-*hDTR* mice. We observed obvious damage of the IHCs in DT-treated *Prestin*-*hDTR* mice after administration of DT at P1 (Fig. 9). Konishi *et al*. reported that postnatal administration of DT at days 7 and 14 led to decreased hearing levels and degeneration of IHCs, OHCs, and SGCs in wild-type C57BL/6 mice^67^, indicating that administration of DT alone at juvenile stages has several adverse effects on the immature cochlea. Thus, our TRECK system using *Prestin*-*hDTR* mice should be used for OHC studies at adult stages and is currently a limited model for the analysis of OHCs at juvenile stages, although the system might be able to improve the dose and administration method of DT, as several studies have used a similar system for research on hearing at juvenile stages^37,53,55,56^. Another likely explanation for the *Prestin*-*hDTR* model being less effective and selective in the neonatal period is that SLC26A5/prestin expression is low at P1. OHCs were predominantly eliminated by TRECK at P1, but several OHCs survived in almost all the cochleae (Fig. 9). The most prominent increase in prestin expression occurred after P6 in mice and rats^68,69^. Therefore, the efficiencies of OHC depletion could be improved using *Prestin*-*hDTR* mice at later juvenile stages that exhibit raised prestin expression.

## Methods

### Study approval

This study was performed in strict accordance with the recommendations outlined in the Guidelines for Proper Conduct of Animal Experiments by the Science Council of Japan. The protocol was approved by the Institutional Animal Experiment Committee of the Tokyo Metropolitan Institute of Medical Science (permit numbers: 14078, 15045, 16065, 17041, and 18066). All surgery was performed under isoflurane anesthesia, and all efforts were made to minimize suffering.

### Generation of *Prestin*-*hDTR* mice and inducible depletion of OHCs

Consecutive DNA fragments corresponding to the promoter regions of *Sla26a5* were amplified by PCR from the genomic DNA of a C57BL/6J mouse (CLEA Japan, Tokyo, Japan) using the following primer set: 5′-AAG GCT GAC TCA GTG AAG TAG AGT CCA TGC-3′ and 5′-CTC AGA ATC CCC TAG CTC AAG ACA TTC TCG-3′ for the 14.1-kb first site and 5′-AGC TTC CCA TCC CAC CTG TAT TG-3′ and 5′-AGA TCG ATT CAC CAA CAG CAG GAG ACA AGC-3′ for the 13.2-kb second site. The fragments were ligated at the *Sex*AI site. The *Sla26a5* promoter, modified *HB-EGF* cDNA (a kind gift from Kenji Kono, Nara Institute of Science and Technology)^25^ encoding the I117V/L148V mutant, rabbit *β-globin* and SV40 pA^+^ were ligated and cloned into the pBluescript II SK(+) vector (Agilent Technologies, Santa Clara, CA, USA). The 28.3-kb *Not*I-*Sal*I fragment was excised and purified using the QIAquick Gel Extraction Kit (QIAGEN, Valencia, CA, USA) and the Wizard DNA Clean-Up System (Promega, Madison, WI, USA). *Prestin*-*hDTR* mice were generated by microinjection of the DNA construct into pronucleus-stage oocytes from C57BL/6J mice. Genomic DNA was purified from tail biopsies using the Wizard Genomic DNA Purification Kit (Promega). PCR genotyping was performed for genomic DNA using the following primer set: 5′- ATA TCG ATT CGA AAG TGA CTG GTG CCT CGC-3′ and 5′-AGA CAG ACA GAT GAC AGC ACC ACA G-3′ for the *HB-EGF* cDNA. The mice were i.p. administered DT at a dose of 50 μg/kg body weight.

### qRT-PCR

Total RNA was isolated from the cochleae of wild-type, DT-treated wild-type, *Prestin*-*hDTR* and DT-treated *Prestin*-*hDTR* mice at P35 (Figs 1c, 4a and 7a) using the PureLink RNA Mini Kit (Thermo Fisher Scientific, Grand Island, NY, USA) according to the manufacturer’s instructions. qRT-PCR was performed using TB Green Premix Ex Taq II (Tli RNaseH Plus) (Takara Bio Inc., Kyoto, Japan) and primer sets for 29 target genes, with *Gapdh* (glyceraldehyde-3-phosphate dehydrogenase) as an internal control (Supplementary Table S5). qRT-PCR primers were designed for separate exons, except those for *Sox2* and *Ccr2*, which are intron-less genes. The products were analyzed on a LightCycler 480 System II instrument (Roche Molecular Systems, Inc., Pleasanton, CA, USA). The signal values were normalized to the median *Gapdh* signals, and the geometric mean values of the target signals were calculated in triplicate. The expression levels of the genes in untreated wild-type (Figs. 1e, 4b and 8c) and DT-treated *Prestin-hDTR* (Fig. 7f) mice were assigned an arbitrary value of 1 for comparison.

### Immunohistochemistry

The inner ears were removed from the heads of mice of several ages (Figs 1c, 2a, 4a, 5a and 9a) and fixed with 4% paraformaldehyde (PFA). The cochlear and vestibular tissues were dissected from inner ears that were decalcified in 5% EDTA/PBS at 4 °C for 2 days and from non-decalcified inner ears. The tissues were permeabilized in 0.25% Triton X-100 in PBS for 15–30 min and then subjected to three 5-min washes in PBS. After the samples were washed in PBS, nonspecific binding sites were blocked with 0.5% Blocking Reagent (Roche Molecular Biochemicals, Indianapolis, IN, USA) for 1 hour at RT. Samples were incubated with primary antibody diluted in Can Get Signal Immunostain Solution A (TOYOBO, Osaka, Japan) overnight at 4 °C. The following primary antibodies were used: rabbit polyclonal anti-SLC26A5/prestin (Santa Cruz Biotechnology, Dallas, TX, USA; sc-30163, 2 μg/ml), rabbit polyclonal anti-MYO6 (Proteus Biosciences Inc, Ramona, CA, USA; 25–6791, 5 μg/ml), and goat polyclonal anti-SOX2 (Santa Cruz; sc-17320, 2 μg/ml) antibodies. The samples were then washed three times for 5 min in PBS, and an Alexa Fluor 594-conjugated secondary antibody (Thermo Fisher Scientific) and Alexa Fluor 488-conjugated phalloidin (Thermo Fisher Scientific) were diluted to 20 μg/ml and 4 units/ml, respectively, in Can Get Signal Immunostain Solution B (TOYOBO) for 1 hour at RT. Finally, the samples were washed three times for 5 min in PBS and then mounted onto glass slides using ProLong Gold antifade reagent (Thermo Fisher Scientific). Fluorescence images were obtained using a Zeiss LSM 710 confocal microscope (Carl Zeiss, Jena, Germany), and images were processed using ZEN2009 software (Carl Zeiss). The MYO6-positive OHCs and IHCs, and SOX2-positive DCs and OPCs per 100 μm were counted from the apical (1.2–1.5 mm from the apex), middle (2.1–2.4 mm from the apex), and basal (2.0–3.4 mm from the base) areas in the cochleae. The VHCs visualized by phalloidin were counted from the 2,500-μm^2^ area within white boxes in the utricle, crista, and saccule as shown in Fig. 5b.

### Histological analysis

For preparation of paraffin-embedded cochlear sections, isoflurane-anesthetized mice were perfused through the heart with a buffer containing 4% PFA. The inner ears of *Prestin*-*hDTR* and DT-treated *Prestin*-*hDTR* mice at P42 (Fig. 2a) were dissected, fixed with 4% PFA overnight, and then decalcified in 5% EDTA/PBS at 4 °C. After decalcification for 14 days, tissues were dehydrated in an ethanol series, cleared in xylene, embedded in paraffin, sectioned (5 μm), and stained with hematoxylin.

SEM of the apical surfaces of OHCs in the ears of untreated and DT-treated *Prestin*-*hDTR* mice at P49 (Fig. 2a) was performed as previously described^70^ using a Hitachi S-4800 field emission SEM instrument at an accelerating voltage of 10 kV.

### Hearing tests

The hearing ability of the mice was evaluated by recording the DPOAE and ABR. To perform these hearing tests, mice were anesthetized by i.p. injection of a medetomidine-midazolam-butorphanol mixture (0.75 mg/kg medetomidine, 4 mg/kg midazolam, and 5 mg/kg butorphanol). After the experiment, mice were administered the alpha-2 adrenergic antagonist atipamezole (0.75 mg/kg).

DPOAEs were recorded from each ear of the wild-type, DT-treated wild-type, *Prestin*-*hDTR*, and DT-treated *Prestin*-*hDTR* mice at P35 (Fig. 3a) using the ER10X Extended Bandwidth Research Probe System (Etymotic Research, Elk Grove, IL, USA) and EMAV Plus software (version 3.32) (Etymotic Research). For recording DPOAEs, a small ear plug containing a low-distortion probe microphone (Etymotic Research, ER10X-P) and two probe tubes was set in the outer ear canal. Two test sounds were separately introduced into the ear through two tubes. The primary tone stimulus levels L_1_ and L_2_ were adjusted as L_1_ (65 dB SPL) - L_2_ (55 dB SPL) = 10 dB SPL. The frequency ratio *f*_2_/*f*_1_ was fixed at 1.20, with *f*_2_ = 32, 22.6, 16, 11.3, 8, 5.7, and 4 kHz. The cubic distortion product of 2*f*_1_ − *f*_2_ was measured as DPOAE.

ABRs evoked by tone pip stimuli for each pressure level at 4, 8, 16, and 32 kHz were recorded from each ear of the wild-type, DT-treated wild-type, *Prestin*-*hDTR*, and DT-treated *Prestin*-*hDTR* mice at various ages, as shown in Fig. 3a, using the ABR Workstation (TDT System III, Alachua, FL, USA) as previously described^70^. ABR thresholds were obtained for each stimulus by reducing the SPL first in 10-dB steps and then fluctuating the SPL in 5-dB steps to identify the lowest level at which an ABR pattern could be recognized.

### Behavioral test

The wild-type and DT-treated *Prestin*-*hDTR* mice at P42 (Fig. 6a) were placed in a 50 cm × 40 cm × 50 cm (W × H × L) open field to quantify behaviors as previously described^70^. Data on the total traveled distance (cm/120 sec), average moving speed (cm/sec) and number of turns (times/120 sec) were collected and analyzed using CompACT VAS software ver. 3.1 (Muromachi Kikai, Tokyo, Japan).

### Microarray analysis

The cochleae (*n* = 8 per mouse) of wild-type, DT-treated wild-type, *Prestin*-*hDTR*, and DT-treated *Prestin*-*hDTR* mice at P35 (Fig. 7a) were used for microarray analysis. Total RNA samples from each mouse were prepared as mentioned above, and the qualities were assessed with a Bioanalyzer 2100 (Agilent Technologies). Two hundred nanograms of total RNA was amplified and labeled using the Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s protocol. A total of 1.65 µg of Cy3-labeled cRNA was fragmented using the protocol for the Agilent Gene Expression Hybridization Kit. Hybridizations were performed for 17 hours at 65 °C and 10 rpm in a rotating hybridization oven. Slides were scanned with the SureScan microarray scanner (Agilent Technologies) using a scan resolution of 5 µm and the green dye channel with the PMT set to 100%. Data were obtained using Agilent Feature Extraction software (v11.5.1.1) with default settings for all parameters. 

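On each array, 43020 spots of 39429 probes were not controls, and 399 of these probes had 10 spots each. The 75th percentile of the background-subtracted intensity was 2728 in untreated wild-type, 3162 in DT-treated wild-type, 3018 in untreated *Prestin*-*hDTR* and 3120 in DT-treated *Prestin*-*hDTR* mice. The lowest normalized log2 signal among probes well above background was -5.93, -5.48, -6.39 and -5.44 in the same order.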

Data mining was performed using GeneSpring GX ver. 14.9 software (Agilent Technologies). Normalization of the raw data was performed using the percentile shift (75th percentile) followed by baseline transformation to the medians of all samples. The DEGs were screened for a 2-fold change between samples. To interpret the results of transcriptome analysis, GO analysis using GeneSpring GX was conducted for DEGs between the DT-treated *Prestin*-*hDTR* mice and other samples (untreated wild-type, DT-treated wild-type, and untreated *Prestin*-*hDTR* mice). Microarray data have been deposited in the Gene Expression Omnibus (GEO) database at NCBI (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE121442.

### Statistical analysis

All results are presented as the mean ± standard deviation (SD). The differences in mRNA expression levels (Fig. 1e), number of cells (IHCs, DCs, OPCs, and VHCs in adult mice, and OHCs and IHCs in neonatal mice) (Figs 4e, 5d and  9c,d) and behavioral data (Fig. 6c) were analyzed using Student’s t-test. The number of OHCs at the adult stage was statistically analyzed by a two-way ANOVA with a Bonferroni post-hoc, including the data for all the days for both DT-treated wild-type and *Prestin*-*hDTR* mice. Differences in DPOAE levels (Fig. 3b) and mRNA expression levels (Figs 4b, 7f and 8c) were analyzed by a one-way ANOVA with the Tukey post hoc multiple comparison test. GraphPad Prism6 (GraphPad, San Diego, CA, USA) was used to calculate the column statistics and P values.

## Supplementary information

Supplementary Information

## Data Availability

All data obtained or analyzed during this study are included in this manuscript. Raw data are available from the corresponding author upon reasonable request.

# Supplementary material for: OHC-TRECK: A Novel System Using a Mouse Model for Investigation of the Molecular Mechanisms Associated with Outer Hair Cell Death in the Inner Ear
**Source:** Sci Rep. 2019 Mar 27;9:5285. doi: 10.1038/s41598-019-41711-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **OHC-TRECK: A Novel System Using a Mouse Model for Investigation of the Molecular Mechanisms Associated with Outer Hair Cell Death in the Inner Ear**

**Kunie Matsuoka<sup>1</sup>, Kenta Wada<sup>1,2</sup>, Yuki Miyasaka<sup>1,3</sup>, Shumpei P. Yasuda<sup>1</sup>, Yuta Seki<sup>1</sup>, Yasumasa Nishito<sup>4</sup>, Hiromichi Yonekawa<sup>5</sup>, Choji Taya<sup>5</sup>, Hiroshi Shitara<sup>5</sup> & Yoshiaki Kikkawa<sup>1</sup>**

<sup>1</sup>Mammalian Genetics Project,

## Supplementary Methods

**Detection of the integration site of the transgene.** The integration site of the transgene was detected by ligation-mediated PCR<sup>1</sup>. Genomic DNA was isolated from the livers of wild-type and *Prestin-hDTR* mice using the Wizard Genomic DNA Purification Kit (Promega, Madison, WI, USA). DNA was digested using *Dra*I and *Pvu*II at 37°C for 90 min, ligated to the linkers (L25: 5'-GCG GTG ACC CGG GAG ATC TGA ATT C-3' and L11: 5'-GAA TTC AGA TC-3') at 16°C overnight, and incubated at 95°C for 5 min. The sample was amplified by PCR using a KOD FX Neo instrument (TOYOBO, Osaka, Japan), the  $\beta$ -globin\_F1 primer (CCC CTG CTG TCC ATT CCT TAT TCC ATA G) designed for the transgene construct and L25 linker primers (1/10 volume of the  $\beta$ -globin\_F1 primer) with the following conditions: 40 cycles of 98°C for 10 sec and 68°C for 2 min. The PCR product was diluted 1:100 with distilled water and amplified by PCR using a KOD FX Neo instrument, the  $\beta$ -globin\_F2 primer (TCC TGA CTA CTC CCA GTC ATA GCT GTC C) and L25 linker primers with the same conditions as those used for the first PCR. The second PCR product was purified using the QIAquick Gel Extraction Kit (QIAGEN, Valencia, CA, USA) and sequenced. The sequence data were aligned with the mouse genome sequence using BLAST. The integration site was confirmed by PCR using Takara Ex Taq (Takara Bio Inc., Kyoto, Japan) and the  $\beta$ -globin\_F2, RP23-399K3\_F (AGT CCC TTT TCT CAG CCT CAG CTG AC), and RP23-399K3\_R (CAG AAA GGG AGT CTC AAT GAG GC) primers.

## Supplementary Figures

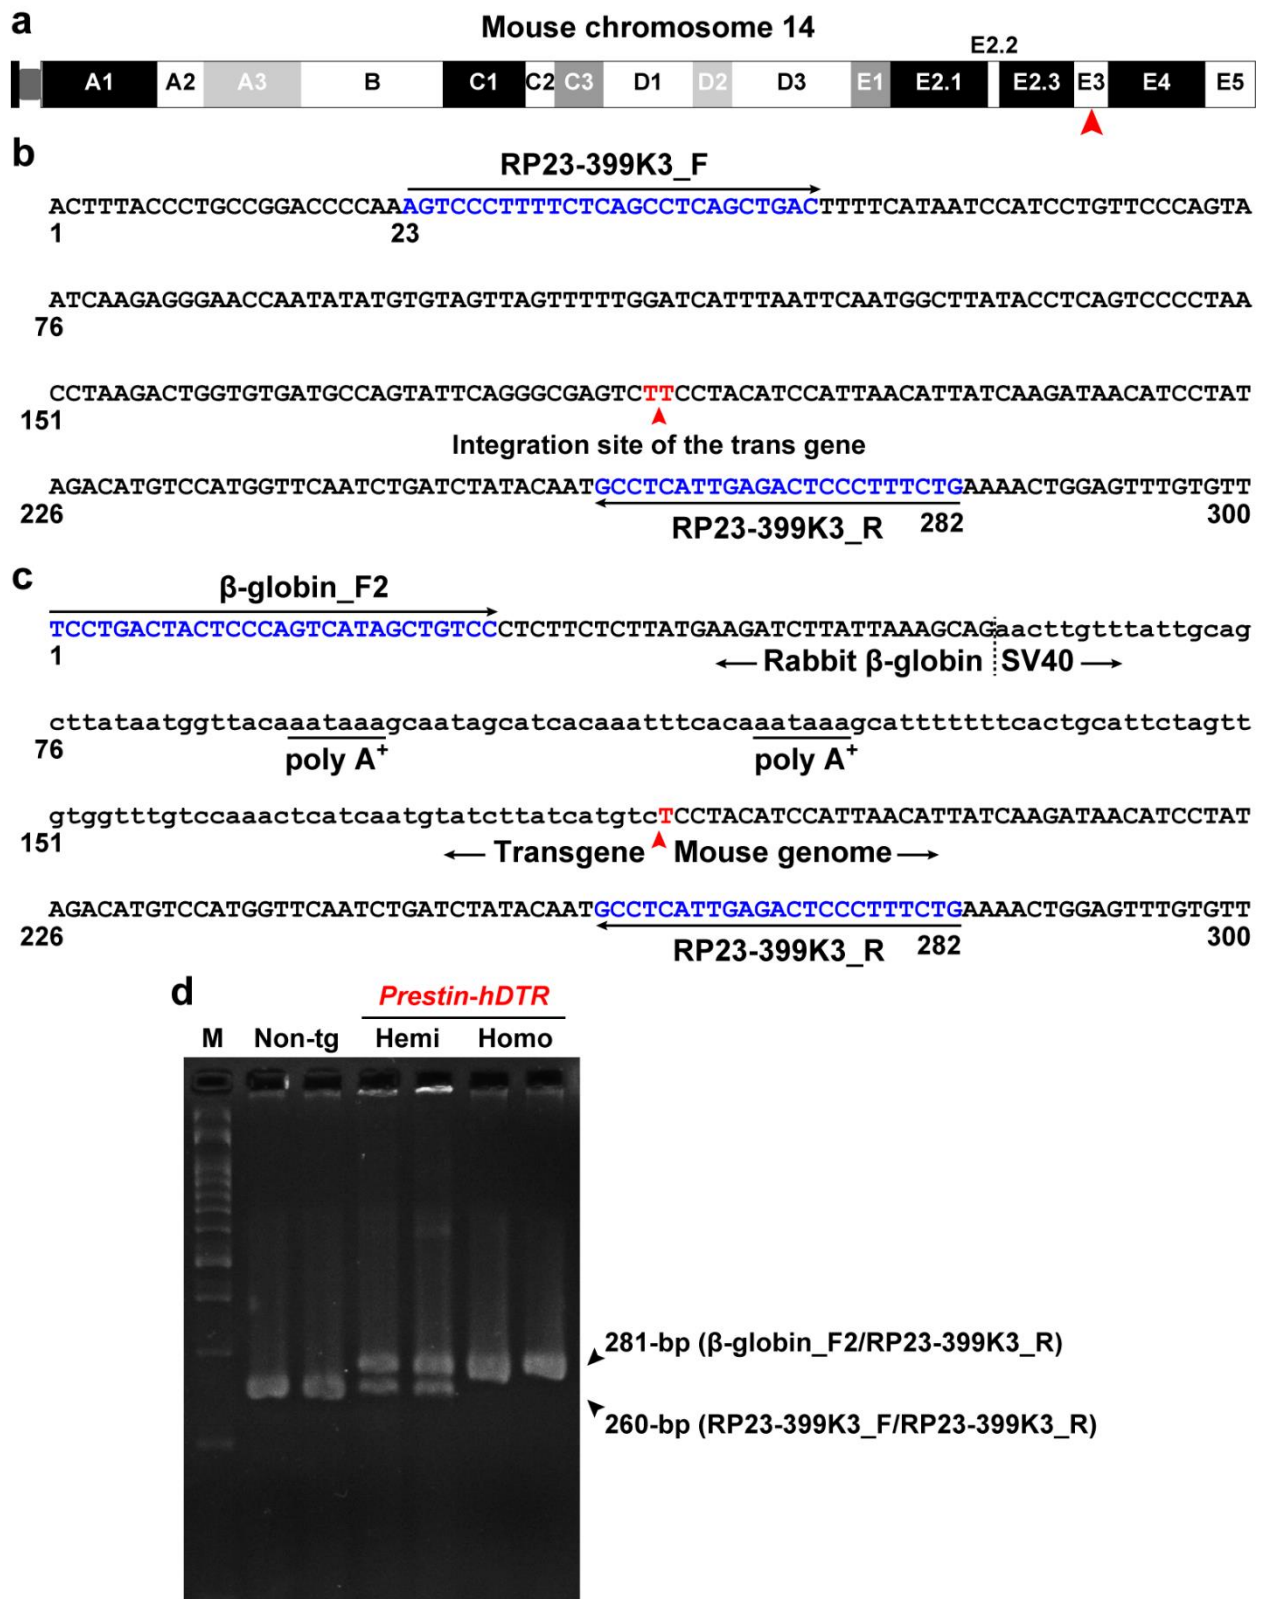

**Supplementary Fig. S1.** Detection of a chromosomal integration site of the transgene in *Prestin-hDTR* mice. **(a)** Diagram of mouse chromosome 14 and an integration site (red arrowhead) of the transgene. The illustration of the cytogenetic map was modified from Ensembl<sup>2</sup>. **(b and c)** Genome sequences in the vicinity of the integration site of the transgene in non-transgenic (non-tg) **(b)** and *Prestin-hDTR* (tg) **(c)** mice. Although the genome sequence in the vicinity of the integration site is not annotated in public genome databases, this sequence was included within a BAC clone (RP23-399K3) (GenBank: AC154574.2), which is mapped on the E3 region of mouse chromosome 14<sup>3</sup>. Nucleotide sequences of the integration site and primers used for genotyping of non-tg and tg mice are highlighted in red and blue, respectively. **(d)** Genotyping of non-tg, hemizygous tg (Hemi), and homozygous tg (Homo) mice. PCR using the RP23-399K3\_F/RP23-399K3\_R primer set amplified a band at 259 bp in non-tg and Hemi mice, whereas PCR using the  $\beta$ -globin\_F2/RP23-399K3\_R primer set amplified a band at 281 bp in Hemi and Homo mice. M: marker (100-bp ladder).

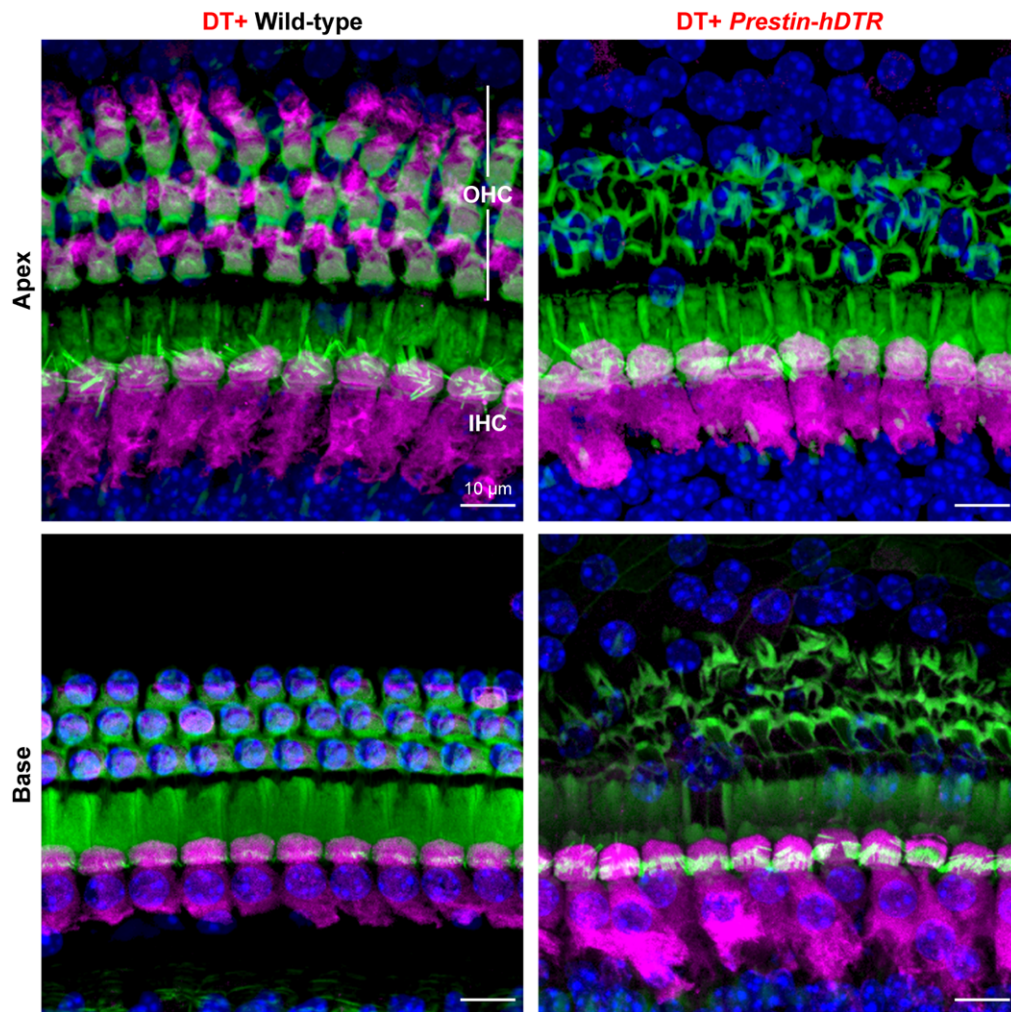

**Supplementary Fig. S2.** Confocal images of the hair cells from the apical and basal areas of the cochleae of DT-treated (DT+) wild-type and *Prestin-hDTR* mice. The cochleae of *Prestin-hDTR* mice were stained with anti-myosin VI (MYO6) antibody (magenta), phalloidin (green), and DAPI (blue).

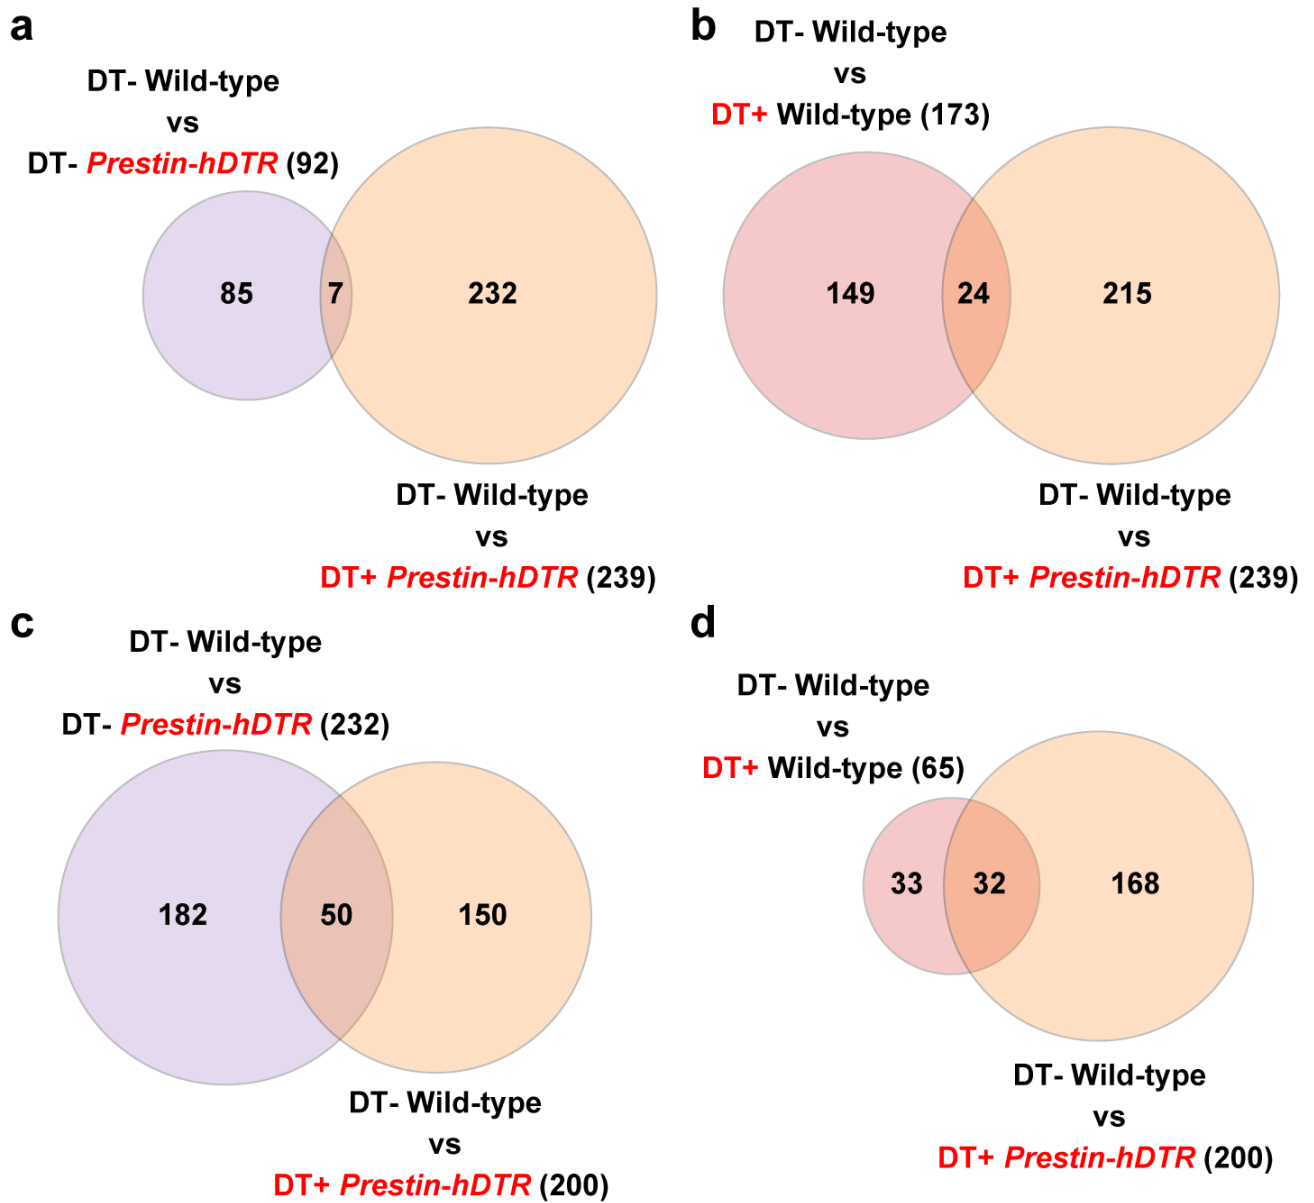

**Supplementary Fig. S3.** Effects of transgene (**a**, **c**) and DT administration (**b**, **d**) on gene expression in mice, as detected by microarray analysis. Venn diagrams illustrate differentially up- (**a**, **b**) and downregulated (**c**, **d**) genes (fold change  $\geq \pm 2$ ) in cochlear RNA of untreated (DT-) wild-type vs DT- *Prestin-hDTR* and DT- wild-type vs DT-treated (DT+) *Prestin-hDTR* mice (**a**, **c**) and of DT- wild-type vs DT+ wild-type and DT- wild-type and DT+ *Prestin-hDTR* mice (**b**, **d**).

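The comparison of untreated wild-type with DT-treated *Prestin*-*hDTR* mice, which enters all 4 diagrams, covered 26825 probes and gave 522 downregulated probes beside the upregulated ones. The signal was well above background on both arrays for 264 upregulated and 234 downregulated probes. The balance of directions depended on the processing, since quantile normalization gave 653 upregulated and 423 downregulated probes, whereas without a floor on dim signals there were 609 and 1104.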

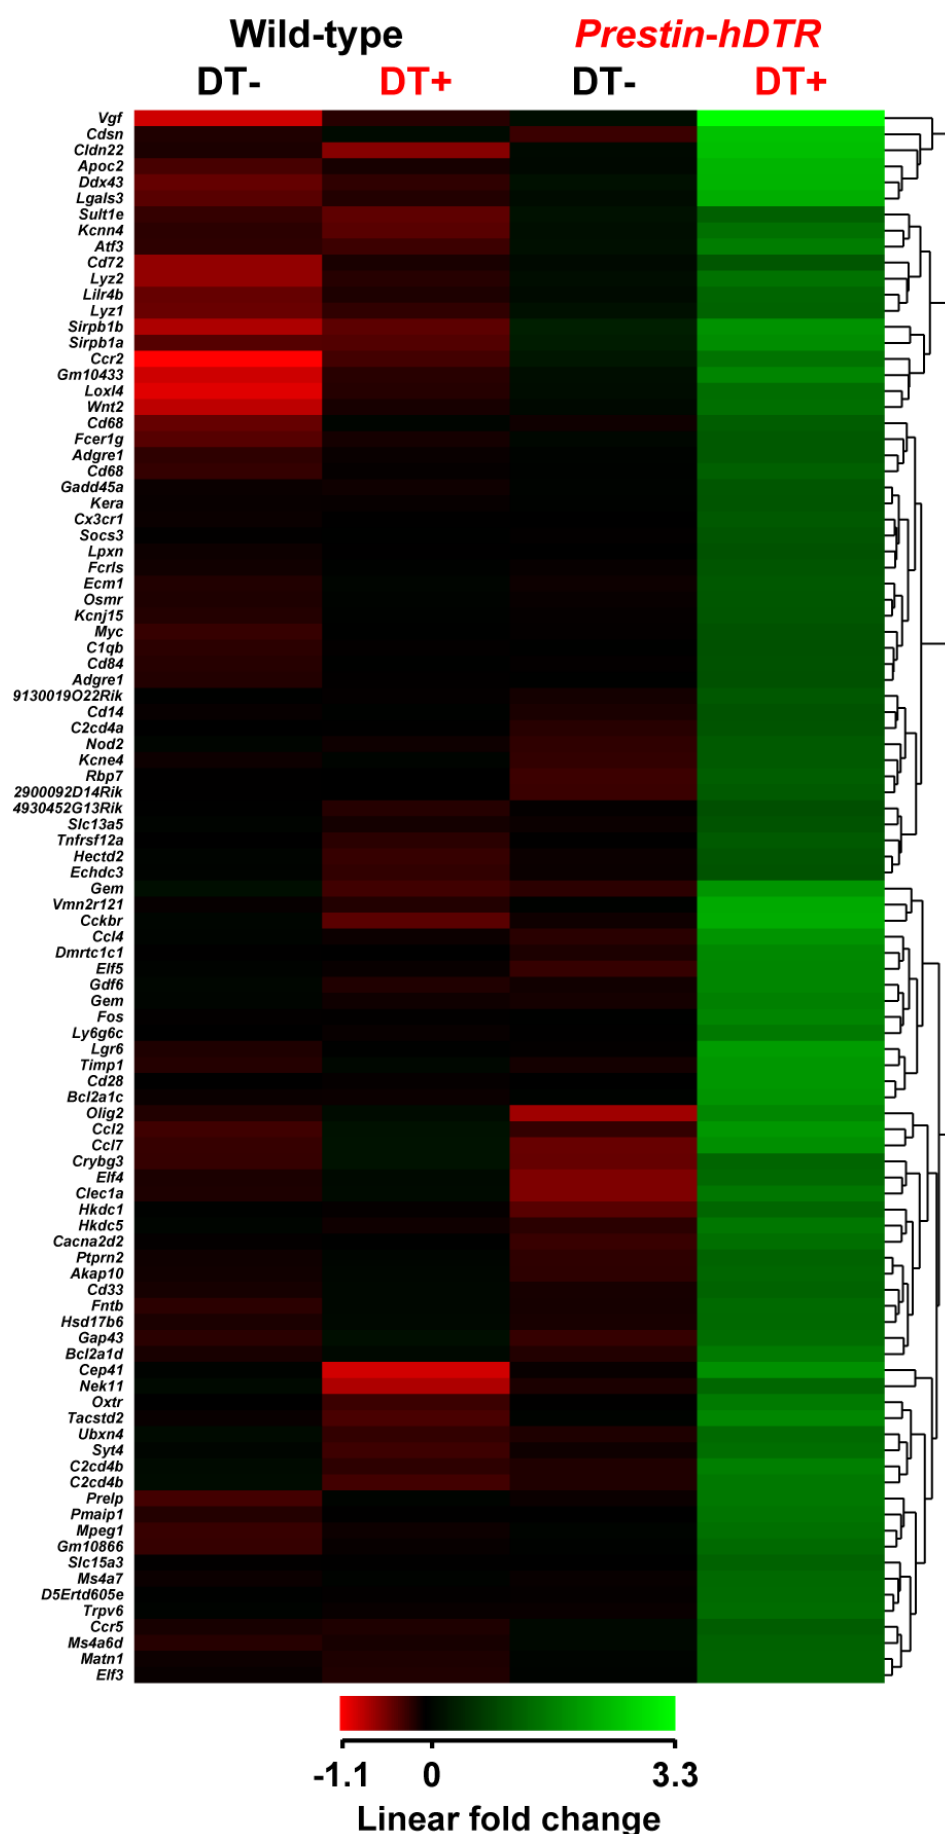

**Supplementary Fig. S4.** Heat map showing expression profiles of 98 common probes (94 genes) upregulated in *Prestin-hDTR* mice. The 98 common probes were isolated by comparison of differentially expressed genes in the cochlear RNA of untreated (DT-) wild-type vs DT-treated (DT+) *Prestin-hDTR*, DT- *Prestin-hDTR* vs DT+ *Prestin-hDTR*, and DT+ wild-type vs DT+ *Prestin-hDTR* mice (**Fig. 7b**).

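Over the 98 probes, the median rise in DT-treated *Prestin*-*hDTR* mice was 2.67-fold over untreated wild-type, 2.71-fold over DT-treated wild-type and 2.85-fold over untreated *Prestin*-*hDTR* mice.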

## Supplementary Tables

**Supplementary Table S1.** List of genes of upregulated genes with  $\geq 2$ -fold change in the cochlea RNA of DT+ *Prestin-hDTR* mice.

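The table gives 1 fold change per probe. Computed from the deposited intensities, the ratio of DT-treated to untreated *Prestin*-*hDTR* mice lay within 1% of the listed value for all 138 probes of this table and Supplementary Table S3, with a median gap of 0.579%. With untreated or DT-treated wild-type mice as the control, 8 and 10 of these probes lay within 1%.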

**Supplementary Table S2.** Gene ontological categories of upregulated genes with statistical significance ( $P < 0.05$ ) in the cochlea RNA of DT+ *Prestin-hDTR* mice.

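Each entry of the table is a GO term with the P value of the paper's enrichment test and the genes of Supplementary Table S1 that carry the term. The copy of the table that could be read holds 77 terms. A gene can stand under many terms, so the terms are not independent of each other.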

**Supplementary Table S3.** List of genes of downregulated genes with  $\leq -2$ -fold change in the cochlea RNA of DT+ *Prestin-hDTR* mice. \*The GeneID was changed to 108168154.

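Over the 40 probes, the median decrease in DT-treated *Prestin*-*hDTR* mice was 2.47-fold against untreated wild-type, 2.89-fold against DT-treated wild-type and 2.86-fold against untreated *Prestin*-*hDTR* mice. The smallest decreases were 2.01-fold, 2.02-fold and 2.10-fold, respectively.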

**Supplementary Table S4.** Gene ontological categories of downregulated genes with statistical significance ( $P < 0.05$ ) in the cochlea RNA of DT+ *Prestin-hDTR* mice.

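Each entry pairs a GO term with its P value and with the genes of Supplementary Table S3 annotated to it. Besides the terms of hearing, the table holds “skeletal muscle thin filament assembly”, whose 2 genes, *Tcap* and *Lmod3*, had a median decrease of 2.53-fold against untreated *Prestin*-*hDTR* mice.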

**Supplementary Table S5.** Primers used for qRT-PCR analysis in this study.

## Supplementary references

- 1 Drouin, R., Therrien, J. P., Angers, M. & Ouellet, S. In vivo DNA analysis. *Methods in Molecular Biology (Clifton, N.J.)* **148**, 175-219, doi:10.1385/1-59259-208-2:175 (2001).
- 2 Ensembl Genome Browser, last Update. October, 2018.
- 3 Acar-Perk, B. *et al.* The t(14;15) in mouse strain CBA/CaH-T(14;15)6Ca/J causes a break in the ADAMTS12 gene. *Comparative medicine* **60**, 118-122 (2010).
- 4 Cai, Y. *et al.* Mice lacking prostaglandin E receptor subtype 4 manifest disrupted lipid metabolism attributable to impaired triglyceride clearance. *FASEB J* **29**, 4924-4936, doi:10.1096/fj.15-274597 (2015).
- 5 Li, S. Barhl1 Regulates Migration and Survival of Cerebellar Granule Cells by Controlling Expression of the Neurotrophin-3 Gene. *Journal of Neuroscience* **24**, 3104-3114, doi:10.1523/jneurosci.4444-03.2004 (2004).
- 6 Hildebrand, D. G. *et al.* IkappaBzeta is a transcriptional key regulator of CCL2/MCP-1. *J Immunol* **190**, 4812-4820, doi:10.4049/jimmunol.1300089 (2013).
- 7 Kim, W. *et al.* Hippo signaling interactions with Wnt/beta-catenin and Notch signaling repress liver tumorigenesis. *J Clin Invest* **127**, 137-152, doi:10.1172/JCI88486 (2017).
- 8 Leclerc, E. A. *et al.* Corneodesmosin gene ablation induces lethal skin-barrier disruption and hair-follicle degeneration related to desmosome dysfunction. *J Cell Sci* **122**, 2699-2709, doi:10.1242/jcs.050302 (2009).
- 9 Bjerknes, M. & Cheng, H. Cell Lineage metastability in Gfi1-deficient mouse intestinal epithelium. *Dev Biol* **345**, 49-63, doi:10.1016/j.ydbio.2010.06.021 (2010).
- 10 Hollern, D. P., Honeysett, J., Cardiff, R. D. & Andrechek, E. R. The E2F transcription factors regulate tumor development and metastasis in a mouse model of metastatic breast cancer. *Mol Cell Biol* **34**, 3229-3243, doi:10.1128/MCB.00737-14 (2014).
- 11 Son, E. Y. *et al.* Conversion of mouse and human fibroblasts into functional spinal motor neurons. *Cell Stem Cell* **9**, 205-218, doi:10.1016/j.stem.2011.07.014 (2011).
- 12 Li, R. K. *et al.* Lysyl oxidase-like 4 (LOXL4) promotes proliferation and metastasis of gastric cancer via FAK/Src pathway. *J Cancer Res Clin Oncol* **141**, 269-281, doi:10.1007/s00432-014-1823-z (2015).
- 13 Erener, S. *et al.* ARTD1 deletion causes increased hepatic lipid accumulation in mice fed a high-fat diet and impairs adipocyte function and differentiation. *FASEB J* **26**, 2631-2638, doi:10.1096/fj.11-200212 (2012).
- 14 Chonko, K. T. *et al.* Atoh1 directs hair cell differentiation and survival in the late embryonic mouse inner ear. *Dev Biol* **381**, 401-410, doi:10.1016/j.ydbio.2013.06.022 (2013).
- 15 Narayana, Y. V., Gadgil, C., Mote, R. D., Rajan, R. & Subramanyam, D. Clathrin-Mediated Endocytosis Regulates a Balance between Opposing Signals to Maintain the Pluripotent State of Embryonic Stem Cells. *Stem Cell Reports*, doi:10.1016/j.stemcr.2018.11.018 (2018).
- 16 Kawashima, Y. *et al.* Mechanotransduction in mouse inner ear hair cells requires

transmembrane channel-like genes. *J Clin Invest* **121**, 4796-4809, doi:10.1172/JCI60405 (2011).

- 17 Lau J. C., Kroes R. A., Moskal J. R., Linsenmeier R. A. Diabetes changes expression of genes related to glutamate neurotransmission and transport in the Long-Evans rat retina. *Mol Vis* **19**, 1538-1553 (2013).
- 18 Zhang, A., Shen, C. H., Ma, S. Y., Ke, Y. & El Idrissi, A. Altered expression of Autism-associated genes in the brain of Fragile X mouse model. *Biochem Biophys Res Commun* **379**, 920-923, doi:10.1016/j.bbrc.2008.12.172 (2009).

How the deposited data were processed for this re-analysis (not part of the article)

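Cochlear RNA of untreated and DT-treated wild-type and *Prestin*-*hDTR* mice was measured, with 1 Agilent mouse array (1 channel, Cy3) for each of the 4 groups and all arrays on 1 slide. The authors pooled the RNA of each group, scanned the arrays at a resolution of 5 μm and deposited the scanner output of the Feature Extraction software. The intensity the authors deposited for each spot is linear, with the local background subtracted and trends within the array removed by that software, and without scaling between arrays. The mean and the background of each spot before subtraction, in the same deposited unit of intensity, were used for 1 alternative only. A table of scaled values that the authors deposited holds the same intensity divided by 1 constant per array. This constant lay within 0.045% of the 75th percentile over all spots of the array, and the values were neither on a log2 scale nor set against the median of the arrays. The fold changes of Supplementary Tables S1 and S3 are the paper's own and are used only for comparison, and every fold and log2 ratio given elsewhere was computed from the deposited intensity.

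Each array holds 44397 features, of which 1377 are controls. The control spots and the spots marked as outliers were left out, and saturated spots would have been kept. Spots of a probe were averaged, and a flag of the software was taken to hold for a probe when it held for more than 0.5 of its spots. Each array was then divided by the 75th percentile of its probes and brought to the log2 scale, as the shift to the 75th percentile in the methods of the paper states. The methods also name a baseline transformation, which cancels in a ratio of arrays, and a screen at 2-fold, but the text names no filter on dim probes. The filter and the lower bounds used in its place are given beside the first array result.

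With 1 array per group, no test across arrays was made. The 5 comparisons are counts of probes that changed by 2-fold or more. For each array in turn, probes above or below all 3 others were also counted. Common probes were those changed in the same direction in both comparisons of a diagram of Supplementary Fig. S3, and they were removed before the last step, as the text of the paper states. For gene lists, 1 probe per gene was taken, the one with the highest mean over the 4 arrays among those well above background on at least 1 array. The median log2 ratio of a list in DT-treated *Prestin*-*hDTR* mice against the mean of the other 3 arrays was set against 10000 random lists of the same size, whose genes were drawn from the 201 genes nearest in mean expression. The percentile describes these arrays only, and members of a list do not vary independently of each other.

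The 25 gene lists with 314 genes, the preset alternatives, the comparisons and the rule for the genes named in the text were chosen before the data were examined. By that rule, the named genes are those the paper names for the array results or lists in Figs 7 and 8 and Supplementary Tables S1 and S3, markers of OHCs, inner hair cells and supporting cells, *Hbegf*, *Gapdh*, the genes of the lists, and the 5 largest rises and falls measured well above background in DT-treated *Prestin*-*hDTR* mice against untreated *Prestin*-*hDTR* mice, and in untreated *Prestin*-*hDTR* and in DT-treated wild-type mice against untreated wild-type mice. Genes outside the rule are marked where they are named. The share of spots for a flag, the choice of 1 probe per gene, the 201 nearest genes and the matching of gene names were set only once the values could be seen. The 9 preset alternatives change the floor, the filter, the background correction (normexp of limma with an offset of 50), the scaling, the source of the values or the removal of common probes. A further 10 filters were chosen after the data were seen, with the counts of the paper in view.

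Gene names were taken from the RefSeq gene table by symbol for 29803 probes, by accession for 1635 and by synonym for 295, and the name in the array files was kept for the other 7696. The steps were tested on simulated data. Of 39429 simulated probes set against all 3 other arrays, all 100 raised and all 100 lowered ones were called, and 0 unchanged ones were. Of 200 simulated lists without a change, taken from 21284 genes, 6 lay outside the middle 95% of random lists. A list moved by 0.8 on the log2 scale had a median of 0.825. The raised and lowered probes were well above background on all 4 arrays and were moved by more than 2-fold. Simulated arrays differed otherwise only by spot error, a spread of 0.095 for a log2 ratio. The log2 ratios of the real arrays had SDs from 0.26 to 0.35. The simulation thus checks the steps of the counting and gives no rate of false calls for the real arrays. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma 3.58.1 in R 4.3.3. The qRT-PCR, histology and hearing tests were not analysed here, and the GO enrichment was not repeated because the files hold no GO annotation.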

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

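Of the tests in this part, those of the lists that each single array sets apart and of a loss of part of the inner hair cells, and the count of inner hair cell genes, were chosen after the result was seen. Each result is the median log2 ratio of a list of genes that the paper does not discuss as a group, in DT-treated *Prestin*-*hDTR* mice against the mean of the other 3 arrays, and each was picked out because it lay outside the middle 95% of random lists matched on mean expression.

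The median was -0.38 for inner hair cell genes (percentile 0.02, 10 of 10 genes measured) and -0.26 for spiral ganglion neuron genes (percentile 0, 16 of 16 measured). Inner hair cell genes were lower against each group, by medians of -0.47, -0.32 and -0.38 against untreated wild-type, DT-treated wild-type and untreated *Prestin*-*hDTR* mice. None of them is in Supplementary Table S3 (0 genes). The prediction for a loss of inner hair cells along with OHCs was a fall as large as that of OHC genes, whose median was -1.10, and the inner hair cell median of -0.3821 is smaller in size. Of the 13 measured OHC genes, however, 7 are in Supplementary Table S3, which holds probes selected for a decrease. The other 6 had a median of -0.17, which that selection makes small and which is smaller in size than -0.3821. Of the 10 measured inner hair cell genes, 0 fell by 1 log2 unit or more against each other array. Measured against the whole OHC list, a loss of inner hair cells as large as that of OHCs was thus argued against, and the paper counted no fewer inner hair cells (Fig. 4e). For *Slc17a8*, a gene of the inner hair cell list with a log2 ratio of -0.44 here, the paper's qRT-PCR found no significant difference (Fig. 4b). From the arrays alone, a loss of part of the inner hair cells and a change in their expression cannot be told apart, because both lower the list (percentile 0.02). The spiral ganglion neuron genes had a median of -0.25 in DT-treated against untreated wild-type mice and of -0.16 in DT-treated *Prestin*-*hDTR* against DT-treated wild-type mice, so that part of the difference was present without OHC depletion.

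Higher medians were found for genes of the stria vascularis (0.25, percentile 99.98, 12 of 12 measured), the immediate early response without genes of Supplementary Table S1 (0.20, percentile 99.78, 12 of 15 measured) and complement and glial scar (0.41, percentile 100, 14 of 14 measured, 2 of them also in another list). Against untreated wild-type, DT-treated wild-type and untreated *Prestin*-*hDTR* mice, the medians were 0.30, 0.25 and 0.26 for the stria vascularis, 0.23, 0.25 and 0.21 for the immediate early response and 0.41, 0.37 and 0.43 for complement and glial scar. Within the last list, *Serpina3n* was well above background in DT-treated *Prestin*-*hDTR* mice only, at least 5.68-fold, 4.16-fold and 7.84-fold higher in the same order. Genes of the type I interferon response also had a higher median (0.28, percentile 99.99, 16 of 16 measured), but it was 0.0014 against untreated wild-type, 0.25 against DT-treated wild-type and 0.59 against untreated *Prestin*-*hDTR* mice, and the last value goes with a median of -0.50 in untreated *Prestin*-*hDTR* against untreated wild-type mice.

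Lists of blood, marrow and bone were picked out with both signs. The median was -0.36 for neutrophil genes (percentile 0, 14 of 14 measured, 3 of them also in another list), 0.15 for erythroid genes (percentile 99.29, 11 of 12 measured), -0.36 for bone genes (percentile 0, 12 of 12 measured, 1 also in another list) and -0.27 for osteoclast genes (percentile 0.36, 8 of 8 measured, 1 also in another list). The neutrophil genes were lower against untreated and DT-treated wild-type mice (-0.51 and -1.30) and higher against untreated *Prestin*-*hDTR* mice (0.77). The erythroid median was 0.48, -0.36 and 0.31 in the same order, that of osteoclast genes -0.39, -0.23 and 0.071, and that of bone genes -0.24, -0.61 and -0.15. The bone genes differed in 1 direction from all 3 groups, and for osteoclast genes the sign against untreated *Prestin*-*hDTR* mice depended on the floor and the filter, at -0.15 without a floor and -0.11 with probes well above background on all 4 arrays.

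Of the technical explanations, unequal shares of males and females were argued against for DT-treated *Prestin*-*hDTR* mice, in which *Xist* and the mean of *Ddx3y* and *Eif2s3y*, the brighter genes of the male list, differed by at most 0.2079 on the log2 scale from any other group. Scaling did not change a direction, since the 14 lists outside the middle 95%, these 10 among them, had the same direction under every preset alternative run on them, although osteoclast genes came to -0.37 and lay inside it under alternatives without a floor. What stays open is that any single array differs in this way. Of 21 lists, 14 lay outside the middle 95% with DT-treated *Prestin*-*hDTR* mice set against the other arrays. The counts were 17 for untreated wild-type, 12 for DT-treated wild-type and 15 for untreated *Prestin*-*hDTR* mice. They are no baseline free of OHC depletion, since each control was set against arrays that include DT-treated *Prestin*-*hDTR* mice. The OHC list lay outside for every control (0.35, 0.51 and 0.43 in the same order). Between the controls it differed by only 0.059 and 0.041. Neutrophil genes, however, differed between the controls themselves (-1.30 and 0.72, as given above), so differences between pools of RNA or their dissection stay open. The genotype, DT and the loss of OHCs are biological differences of the design that remain open for each list, and with 1 array per group none of them was tested.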

How the results depend on the processing

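The last 10 filters below were chosen only after the data were seen, with the counts of the paper in view. In the main setting, upregulated probes numbered 286 between the untreated groups, 390 between the wild-type groups, 525 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 359 between the DT-treated groups and 700 between the *Prestin*-*hDTR* groups, and downregulated probes 658, 291, 522, 464 and 378 in the same order. Counts are given below where they lay more than 1.5 times from those of the main setting, and list medians where they moved by more than 1 SD of the medians of random lists.

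Of the 9 preset alternatives, leaving the common probes in kept all 8 counts it applies to within 1.5 times, and the median shift and the authors' deposited table of scaled values kept 30 of 31 counts so, and quantile normalization 28. The other preset alternatives moved 19 counts without a floor, 25 with the requirement on all 4 arrays, 28 with the normexp correction and 29 in each of the remaining pair. A requirement on more arrays leaves fewer probes to count, and no filter leaves more, which follows from their construction. For the other alternatives, the cause was not tested.

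Without a floor on dim signals, upregulated probes numbered 653 between the untreated groups and 603 between the DT-treated groups. Probes downregulated numbered 708 between the wild-type groups, 1104 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 697 between the DT-treated groups and 1253 between the *Prestin*-*hDTR* groups. Common probes numbered 54 in Supplementary Fig. S3a, 516 in Supplementary Fig. S3c and 508 in Supplementary Fig. S3d, with a sum of 1136. DT-treated *Prestin*-*hDTR* mice differed from all 3 other groups by 123 downregulated probes (119 genes), and at least 1 comparison held 1625 downregulated probes. Single arrays set apart upregulated probes numbering 373 in untreated wild-type, 322 in untreated *Prestin*-*hDTR* and 417 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 10 in untreated wild-type, 31 in DT-treated wild-type and 140 in DT-treated *Prestin*-*hDTR* mice. Median log2 ratios moved to -1.27 for OHC genes, -0.23 for B cell genes, -0.37 for osteoclast genes, -0.33 for skeletal muscle genes, -0.34 for airway and middle ear epithelium genes and -0.099 for keratinocyte genes.

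Without a detection filter and floor, upregulated probes numbered 953 between the untreated groups, 894 between the wild-type groups, 1197 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 1199 between the DT-treated groups and 1441 between the *Prestin*-*hDTR* groups. There were downregulated probes numbering 1291 between the untreated groups, 1180 between the wild-type groups, 1772 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 1313 between the DT-treated groups and 1546 between the *Prestin*-*hDTR* groups. The common probes came to 182 in Supplementary Fig. S3a, 181 in Supplementary Fig. S3b, 732 in Supplementary Fig. S3c and 804 in Supplementary Fig. S3d, with a sum of 1899. Against all 3 other groups, DT-treated *Prestin*-*hDTR* mice had 632 upregulated probes (624 genes) and 337 downregulated probes (332 genes), and at least 1 comparison held 1670 upregulated and 2035 downregulated probes. Each array against the other 3 gave upregulated probes numbering 522 in untreated wild-type, 385 in DT-treated wild-type, 372 in untreated *Prestin*-*hDTR* and 676 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 75 in untreated wild-type, 122 in DT-treated wild-type, 151 in untreated *Prestin*-*hDTR* and 383 in DT-treated *Prestin*-*hDTR* mice. The list medians that moved came to -1.18 for OHC genes, -0.23 for B cell genes, 0.17 for T cell genes, -0.37 for osteoclast genes, -0.13 for skeletal muscle genes and -0.18 for airway and middle ear epithelium genes.

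With probes required to be well above background on all 4 arrays, upregulated probes numbered 55 between the untreated groups, 146 between the wild-type groups, 214 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 149 between the DT-treated groups and 291 between the *Prestin*-*hDTR* groups. The downregulated probes came to 129 between the untreated groups, 58 between the wild-type groups, 224 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 241 between the DT-treated groups and 163 between the *Prestin*-*hDTR* groups. Probes common to the pairs came to 7 in Supplementary Fig. S3a, 28 in Supplementary Fig. S3b, 52 in Supplementary Fig. S3c and 36 in Supplementary Fig. S3d, with a sum of 123. The 3 comparisons shared 109 upregulated probes (105 genes), and at least 1 comparison held 322 upregulated and 378 downregulated probes. Set apart by 1 array were upregulated probes numbering 25 in untreated wild-type, 66 in DT-treated wild-type, 13 in untreated *Prestin*-*hDTR* and 109 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 3 in untreated wild-type and 0 in DT-treated wild-type mice. Gene lists moved to medians of -1.23 for OHC genes, -0.24 for skeletal muscle genes and -0.31 for airway and middle ear epithelium genes.

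With the positive and significant flag on at least 1 array as the filter and no floor, upregulated probes numbered 953 between the untreated groups, 894 between the wild-type groups, 1196 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 1198 between the DT-treated groups and 1430 between the *Prestin*-*hDTR* groups. Downregulated probes amounted to 1286 between the untreated groups, 1180 between the wild-type groups, 1772 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 1313 between the DT-treated groups and 1546 between the *Prestin*-*hDTR* groups. In the diagrams, the common probes were 182 in Supplementary Fig. S3a, 181 in Supplementary Fig. S3b, 732 in Supplementary Fig. S3c and 804 in Supplementary Fig. S3d, with a sum of 1899. Shared by the 3 comparisons were 631 upregulated probes (623 genes) and 337 downregulated probes (332 genes), and at least 1 comparison held 1659 upregulated and 2035 downregulated probes. Arrays taken singly set apart upregulated probes numbering 522 in untreated wild-type, 385 in DT-treated wild-type, 372 in untreated *Prestin*-*hDTR* and 675 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 75 in untreated wild-type, 122 in DT-treated wild-type, 149 in untreated *Prestin*-*hDTR* and 383 in DT-treated *Prestin*-*hDTR* mice. List medians moved to -1.18 for OHC genes, -0.23 for B cell genes, 0.16 for T cell genes, -0.37 for osteoclast genes, -0.24 for skeletal muscle genes, -0.18 for airway and middle ear epithelium genes and -0.037 for keratinocyte genes.

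With the normexp background correction, upregulated probes numbered 94 between the untreated groups, 175 between the wild-type groups, 227 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice and 372 between the *Prestin*-*hDTR* groups. Probes that decreased numbered 257 between the untreated groups, 230 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 242 between the DT-treated groups and 157 between the *Prestin*-*hDTR* groups. Probes common to the pairs numbered 4 in Supplementary Fig. S3a, 12 in Supplementary Fig. S3b, 122 in Supplementary Fig. S3c and 103 in Supplementary Fig. S3d, with a sum of 241. In all 3 comparisons there were 165 upregulated probes (162 genes) and 34 downregulated probes (33 genes), and at least 1 comparison held 460 upregulated and 353 downregulated probes. Taken 1 at a time, arrays set apart upregulated probes numbering 86 in untreated wild-type, 96 in DT-treated wild-type, 49 in untreated *Prestin*-*hDTR* and 165 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 2 in untreated wild-type, 1 in DT-treated wild-type, 7 in untreated *Prestin*-*hDTR* and 35 in DT-treated *Prestin*-*hDTR* mice. Of the Supplementary Table S3 probes, 26 were recovered. Median log2 ratios moved to -1.001 for OHC genes, -0.38 for hair cell (inner and outer) genes, 0.69 for macrophage genes, -0.28 for neutrophil genes, -0.14 for osteoclast genes and 0.15 for keratinocyte genes.

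With quantile normalization, common probes numbered 37 in Supplementary Fig. S3a. Against the other 3, single arrays set apart downregulated probes numbering 11 in untreated wild-type and 1 in DT-treated wild-type mice. The list medians that moved came to 0.067 for airway and middle ear epithelium genes, 0.19 for keratinocyte genes and 0.20 for nerve injury genes.

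With a median shift, single arrays set apart downregulated probes numbering 1 in DT-treated wild-type mice.

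With the authors' deposited table of scaled values, single arrays set apart downregulated probes numbering 1 in DT-treated wild-type mice.

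Quantile normalization moved the share of upregulated among the changed probes between untreated wild-type and DT-treated *Prestin*-*hDTR* mice from 50.1% (525 upregulated, 522 downregulated) to 60.7% (653 and 423). The normexp correction moved it between the wild-type groups from 57.3% (390 and 291) to 42.6% (175 and 236) and between the DT-treated groups from 43.6% (359 and 464) to 57.6% (329 and 242), so that the direction with more probes changed in both. The cause was not tested.

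The 14 gene lists outside the middle 95% of random lists in the main setting had the same direction under every preset alternative run on them, and 13 lay outside it under every one. The exception was the osteoclast list, which lay inside under 3 alternatives without a floor. Of the 7 lists inside it, the skeletal muscle list reached percentiles of 2.26 without a floor and 1.01 with probes well above background on all 4 arrays, and the airway list 1.22 and 0.27. The direction of the T cell, skeletal muscle, airway and keratinocyte lists, whose medians lay near 0, changed under at least 1 alternative. Of 38 single genes compared between the *Prestin*-*hDTR* groups, 38 had the same direction under every preset alternative that measured them. Of their 303 values, 29 moved beyond the spread of a log2 ratio from spot error (0.095), 26 toward 0 and 3 away from it, the furthest by 1.11 on the log2 scale, and 26 of the 29 came from the normexp correction. The median log2 ratio of all genes was 0.0068 in the main setting and lay between -0.019 and 0.036 under the preset alternatives, so that none moved it by 0.1.

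The following filters were chosen after seeing the data, with the counts of the paper in view, and at first sight they were counted without the floor, with outlier spots kept and the percentile taken over spots. That one of them comes near a count of the paper does not identify the filter the paper used. A filter on probes well above background on any of the 4 arrays kept all 31 counts within 1.5 times.

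With probes well above background on the DT-treated *Prestin*-*hDTR* array, upregulated probes numbered 75 between the untreated groups and 170 between the wild-type groups. The downregulated probes came to 192 between the untreated groups, 93 between the wild-type groups, 234 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 245 between the DT-treated groups and 169 between the *Prestin*-*hDTR* groups. Probes common to the pairs came to 62 in Supplementary Fig. S3c and 45 in Supplementary Fig. S3d, with a sum of 172, and at least 1 comparison held 385 downregulated probes. Set apart by 1 array were upregulated probes numbering 34 in untreated wild-type, 69 in DT-treated wild-type and 18 in untreated *Prestin*-*hDTR* mice.

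With probes well above background on the 3 other arrays, upregulated probes numbered 76 between the untreated groups, 167 between the wild-type groups, 214 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 149 between the DT-treated groups and 291 between the *Prestin*-*hDTR* groups. Downregulated probes amounted to 173 between the untreated groups, 77 between the wild-type groups, 321 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice and 228 between the *Prestin*-*hDTR* groups. In the diagrams, the common probes were 7 in Supplementary Fig. S3a, 28 in Supplementary Fig. S3b, 92 in Supplementary Fig. S3c and 55 in Supplementary Fig. S3d, with a sum of 182. Shared by the 3 comparisons were 109 upregulated probes (105 genes), and at least 1 comparison held 322 upregulated and 495 downregulated probes. Arrays taken singly set apart upregulated probes numbering 41 in untreated wild-type, 79 in DT-treated wild-type, 22 in untreated *Prestin*-*hDTR* and 109 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 3 in untreated wild-type and 0 in DT-treated wild-type mice.

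With the positive and significant flag on all 4 arrays and no floor, upregulated probes numbered 545 between the DT-treated groups. Probes that decreased numbered 813 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice and 677 between the *Prestin*-*hDTR* groups. Probes common to the pairs numbered 70 in Supplementary Fig. S3a and 97 in Supplementary Fig. S3b. In all 3 comparisons there were 173 downregulated probes (169 genes). Taken 1 at a time, arrays set apart upregulated probes numbering 122 in untreated wild-type and downregulated probes numbering 35 in untreated wild-type, 43 in DT-treated wild-type, 79 in untreated *Prestin*-*hDTR* and 188 in DT-treated *Prestin*-*hDTR* mice.

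With the same flag on both arrays compared and no floor, upregulated probes numbered 464 between the untreated groups and 577 between the DT-treated groups. Decreased probes numbered 528 between the wild-type groups, 910 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 699 between the DT-treated groups and 741 between the *Prestin*-*hDTR* groups. The diagrams shared probes numbering 84 in Supplementary Fig. S3a and 101 in Supplementary Fig. S3b. Changed against all 3 groups were 173 downregulated probes (169 genes), and at least 1 comparison held 1216 downregulated probes. Against the other 3, single arrays set apart upregulated probes numbering 122 in untreated wild-type and downregulated probes numbering 35 in untreated wild-type, 43 in DT-treated wild-type, 79 in untreated *Prestin*-*hDTR* and 188 in DT-treated *Prestin*-*hDTR* mice.

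With probes well above background on both arrays compared, upregulated probes numbered 105 between the untreated groups, 186 between the wild-type groups, 264 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 156 between the DT-treated groups and 421 between the *Prestin*-*hDTR* groups. Probes downregulated numbered 279 between the untreated groups, 79 between the wild-type groups, 234 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 245 between the DT-treated groups and 169 between the *Prestin*-*hDTR* groups. Common probes numbered 7 in Supplementary Fig. S3a, 29 in Supplementary Fig. S3b, 56 in Supplementary Fig. S3c and 37 in Supplementary Fig. S3d, with a sum of 129. DT-treated *Prestin*-*hDTR* mice differed from all 3 other groups by 109 upregulated probes (105 genes), and at least 1 comparison held 465 upregulated and 392 downregulated probes. Single arrays set apart upregulated probes numbering 25 in untreated wild-type, 66 in DT-treated wild-type, 13 in untreated *Prestin*-*hDTR* and 109 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 3 in untreated wild-type and 0 in DT-treated wild-type mice.

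With that filter and a gene symbol in the gene table, upregulated probes numbered 86 between the untreated groups, 155 between the wild-type groups, 222 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 131 between the DT-treated groups and 337 between the *Prestin*-*hDTR* groups. There were downregulated probes numbering 205 between the untreated groups, 57 between the wild-type groups, 173 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 200 between the DT-treated groups and 136 between the *Prestin*-*hDTR* groups. The common probes came to 7 in Supplementary Fig. S3a, 23 in Supplementary Fig. S3b, 44 in Supplementary Fig. S3c and 28 in Supplementary Fig. S3d, with a sum of 102. Against all 3 other groups, DT-treated *Prestin*-*hDTR* mice had 92 upregulated probes (89 genes) and 33 downregulated probes (31 genes), and at least 1 comparison held 376 upregulated and 307 downregulated probes. Each array against the other 3 gave upregulated probes numbering 19 in untreated wild-type, 55 in DT-treated wild-type, 12 in untreated *Prestin*-*hDTR* and 92 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 3 in untreated wild-type, 0 in DT-treated wild-type, 18 in untreated *Prestin*-*hDTR* and 33 in DT-treated *Prestin*-*hDTR* mice.

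With that filter and a symbol, synonym or accession in the gene table, upregulated probes numbered 90 between the untreated groups, 167 between the wild-type groups, 230 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 137 between the DT-treated groups and 354 between the *Prestin*-*hDTR* groups. The downregulated probes came to 218 between the untreated groups, 59 between the wild-type groups, 185 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 215 between the DT-treated groups and 148 between the *Prestin*-*hDTR* groups. Probes common to the pairs came to 7 in Supplementary Fig. S3a, 23 in Supplementary Fig. S3b, 48 in Supplementary Fig. S3c and 30 in Supplementary Fig. S3d, with a sum of 108. The 3 comparisons shared 96 upregulated probes (92 genes) and 36 downregulated probes (34 genes), and at least 1 comparison held 396 upregulated and 333 downregulated probes. Set apart by 1 array were upregulated probes numbering 21 in untreated wild-type, 60 in DT-treated wild-type, 12 in untreated *Prestin*-*hDTR* and 96 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 3 in untreated wild-type, 0 in DT-treated wild-type, 20 in untreated *Prestin*-*hDTR* and 36 in DT-treated *Prestin*-*hDTR* mice.

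With that filter and a RefSeq NM or NR accession, upregulated probes numbered 82 between the untreated groups, 159 between the wild-type groups, 213 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 129 between the DT-treated groups and 319 between the *Prestin*-*hDTR* groups. Downregulated probes amounted to 185 between the untreated groups, 54 between the wild-type groups, 169 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 201 between the DT-treated groups and 135 between the *Prestin*-*hDTR* groups. In the diagrams, the common probes were 7 in Supplementary Fig. S3a, 22 in Supplementary Fig. S3b, 45 in Supplementary Fig. S3c and 29 in Supplementary Fig. S3d, with a sum of 103. Shared by the 3 comparisons were 90 upregulated probes (87 genes) and 33 downregulated probes (32 genes), and at least 1 comparison held 355 upregulated and 304 downregulated probes. Arrays taken singly set apart upregulated probes numbering 20 in untreated wild-type, 60 in DT-treated wild-type, 10 in untreated *Prestin*-*hDTR* and 90 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 3 in untreated wild-type, 0 in DT-treated wild-type, 17 in untreated *Prestin*-*hDTR* and 33 in DT-treated *Prestin*-*hDTR* mice.

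With that filter and a RefSeq NM, NR, XM or XR accession, upregulated probes numbered 87 between the untreated groups, 165 between the wild-type groups, 220 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 135 between the DT-treated groups and 333 between the *Prestin*-*hDTR* groups. Probes that decreased numbered 198 between the untreated groups, 58 between the wild-type groups, 183 between untreated wild-type and DT-treated *Prestin*-*hDTR* mice, 210 between the DT-treated groups and 141 between the *Prestin*-*hDTR* groups. Probes common to the pairs numbered 7 in Supplementary Fig. S3a, 23 in Supplementary Fig. S3b, 48 in Supplementary Fig. S3c and 30 in Supplementary Fig. S3d, with a sum of 108. In all 3 comparisons there were 93 upregulated probes (90 genes) and 35 downregulated probes (34 genes), and at least 1 comparison held 371 upregulated and 322 downregulated probes. Taken 1 at a time, arrays set apart upregulated probes numbering 20 in untreated wild-type, 60 in DT-treated wild-type, 10 in untreated *Prestin*-*hDTR* and 93 in DT-treated *Prestin*-*hDTR* and downregulated probes numbering 3 in untreated wild-type, 0 in DT-treated wild-type, 18 in untreated *Prestin*-*hDTR* and 35 in DT-treated *Prestin*-*hDTR* mice.

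Signal over background limits these results. Between 24509 and 27822 of 39429 probes per array were well above background, and of the 267 probes upregulated against all 3 other groups, 109 were so on every array. The folds of the others are lower bounds against each group in which they were not, and whether such probes are counted depends on the filter. No paired analysis was possible because each group has 1 array and no result comes from a test. The slide as a block and leaving out a replicate, 2 preset alternatives, were not run, since all 4 arrays lie on 1 slide and each group has 1 array.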

Differences from the paper's values

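The filters beyond the preset alternatives, and the tests of the heat map columns, were chosen only after the values were seen, with the counts of the paper in view. The alternatives set before the data were examined are no floor, no detection filter, a requirement that a probe be well above background on all 4 arrays, the positive and significant flag on at least 1 array without a floor, the normexp correction, quantile normalization, the median shift, the authors' deposited scaled values and, for the counts of the last step, leaving the common probes in. The 10 filters chosen after seeing the values include requirements that a probe be well above background on a named set of arrays, and these with a name or a RefSeq accession in the gene table. A setting that comes near the paper's count is not thereby the one the paper used.

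The paper's count of probes upregulated in untreated *Prestin*-*hDTR* against untreated wild-type mice is 92, against 286 in the main setting. Among the preset alternatives, the normexp correction (94) came within 1.5 times of the paper's count, and no floor, no detection filter, the requirement on all 4 arrays, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values did not. Of the filters chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (75), the 3 other arrays (76) and both arrays compared (105), and the last of these with a gene symbol (86), a symbol, synonym or accession (90), an NM or NR accession (82) and an NM, NR, XM or XR accession (87) did so as well.

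For probes downregulated in untreated *Prestin*-*hDTR* against untreated wild-type mice, the paper gives 232, and the main setting gave 658. Within 1.5 times of the paper's count were, of those preset, the normexp correction (257), whereas no floor, no detection filter, the requirement on all 4 arrays, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values stayed outside. Within it, too, among filters chosen after seeing the values, were the requirement on the DT-treated *Prestin*-*hDTR* array (192), the 3 other arrays (173) and both arrays compared (279), and the last of these with a gene symbol (205), a symbol, synonym or accession (218), an NM or NR accession (185) and an NM, NR, XM or XR accession (198).

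The count of probes changed in DT-treated against untreated wild-type mice was 681 in the main setting, and the paper's is 238. Of the preset alternatives, the requirement on all 4 arrays (204) lay within 1.5 times of that count, and no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values did not. It was also met within 1.5 times by filters chosen after seeing the values, namely the requirement on the DT-treated *Prestin*-*hDTR* array (263), the 3 other arrays (244) and both arrays compared (265), and the last of these with a gene symbol (212), a symbol, synonym or accession (226), an NM or NR accession (213) and an NM, NR, XM or XR accession (223).

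The paper's count of probes upregulated in DT-treated against untreated wild-type mice is 173, against 390 in the main setting. That count was met within 1.5 times by the requirement on all 4 arrays (146) and the normexp correction (175) among the preset alternatives, and not by no floor, no detection filter, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values. As near came, among filters chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (170), the 3 other arrays (167) and both arrays compared (186), and the last of these with a gene symbol (155), a symbol, synonym or accession (167), an NM or NR accession (159) and an NM, NR, XM or XR accession (165).

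For probes downregulated in DT-treated against untreated wild-type mice, the paper gives 65, and the main setting gave 291. Among the preset alternatives, the requirement on all 4 arrays (58) came within 1.5 times of the paper's count, and no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values did not. Chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (93), the 3 other arrays (77) and both arrays compared (79), and the last of these with a gene symbol (57), a symbol, synonym or accession (59), an NM or NR accession (54) and an NM, NR, XM or XR accession (58) also came within 1.5 times.

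The count of common probes over all 4 diagrams was 560 in the main setting, and the paper's is 113. Within 1.5 times of the paper's count were, of those preset, the requirement on all 4 arrays (123), whereas no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values stayed outside. Of the filters chosen after seeing the values, the requirement on both arrays compared (129), and the last of these with a gene symbol (102), a symbol, synonym or accession (108), an NM or NR accession (103) and an NM, NR, XM or XR accession (108) did so as well.

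The paper's count of common probes in Supplementary Fig. S3a is 7, against 20 in the main setting. Of the preset alternatives, the requirement on all 4 arrays (7) lay within 1.5 times of that count, and no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values did not. Within it, too, among filters chosen after seeing the values, were the requirement on the 3 other arrays (7) and both arrays compared (7), and the last of these with a gene symbol (7), a symbol, synonym or accession (7), an NM or NR accession (7) and an NM, NR, XM or XR accession (7).

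For common probes in Supplementary Fig. S3b, the paper gives 24, and the main setting gave 45. That count was met within 1.5 times by the requirement on all 4 arrays (28) among the preset alternatives, and not by no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values. It was also met within 1.5 times by filters chosen after seeing the values, namely the requirement on the 3 other arrays (28) and both arrays compared (29), and the last of these with a gene symbol (23), a symbol, synonym or accession (23), an NM or NR accession (22) and an NM, NR, XM or XR accession (23).

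The count of common probes in Supplementary Fig. S3c was 261 in the main setting, and the paper's is 50. Among the preset alternatives, the requirement on all 4 arrays (52) came within 1.5 times of the paper's count, and no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values did not. As near came, among filters chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (62) and both arrays compared (56), and the last of these with a gene symbol (44), a symbol, synonym or accession (48), an NM or NR accession (45) and an NM, NR, XM or XR accession (48).

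The paper's count of common probes in Supplementary Fig. S3d is 32, against 234 in the main setting. Within 1.5 times of the paper's count were, of those preset, the requirement on all 4 arrays (36), whereas no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values stayed outside. Chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (45) and both arrays compared (37), and the last of these with a gene symbol (28), a symbol, synonym or accession (30), an NM or NR accession (29) and an NM, NR, XM or XR accession (30) also came within 1.5 times.

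For probes upregulated in any of the 3 comparisons with DT-treated *Prestin*-*hDTR* mice, the paper gives 449, and the main setting gave 754. Of the preset alternatives, the requirement on all 4 arrays (322) and the normexp correction (460) lay within 1.5 times of that count, and no floor, no detection filter, the positive and significant flag, quantile normalization, the median shift, the deposited scaled values and leaving the common probes in did not. Of the filters chosen after seeing the values, the requirement on the 3 other arrays (322) and both arrays compared (465), and the last of these with a gene symbol (376), a symbol, synonym or accession (396), an NM or NR accession (355) and an NM, NR, XM or XR accession (371) did so as well.

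The count of probes upregulated in all 3 comparisons with DT-treated *Prestin*-*hDTR* mice was 267 in the main setting, and the paper's is 98. That count was met within 1.5 times by the requirement on all 4 arrays (109) among the preset alternatives, and not by no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift, the deposited scaled values and leaving the common probes in. Within it, too, among filters chosen after seeing the values, were the requirement on the 3 other arrays (109) and both arrays compared (109), and the last of these with a gene symbol (92), a symbol, synonym or accession (96), an NM or NR accession (90) and an NM, NR, XM or XR accession (93).

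The paper's count of genes upregulated in all 3 comparisons with DT-treated *Prestin*-*hDTR* mice is 94, against 262 in the main setting. Among the preset alternatives, the requirement on all 4 arrays (105) came within 1.5 times of the paper's count, and no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift, the deposited scaled values and leaving the common probes in did not. It was also met within 1.5 times by filters chosen after seeing the values, namely the requirement on the 3 other arrays (105) and both arrays compared (105), and the last of these with a gene symbol (89), a symbol, synonym or accession (92), an NM or NR accession (87) and an NM, NR, XM or XR accession (90).

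For probes downregulated in all 3 comparisons with DT-treated *Prestin*-*hDTR* mice, the paper gives 40, and the main setting gave 61. Within 1.5 times of the paper's count were, of those preset, the requirement on all 4 arrays (47), the normexp correction (34), quantile normalization (53), the median shift (55) and the deposited scaled values (58), whereas no floor, no detection filter, the positive and significant flag and leaving the common probes in stayed outside. As near came, among filters chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (47) and both arrays compared (47), and the last of these with a gene symbol (33), a symbol, synonym or accession (36), an NM or NR accession (33) and an NM, NR, XM or XR accession (35).

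The count of genes downregulated in all 3 comparisons with DT-treated *Prestin*-*hDTR* mice was 58 in the main setting, and the paper's is 36. Of the preset alternatives, the requirement on all 4 arrays (45), the normexp correction (33), quantile normalization (51) and the median shift (53) lay within 1.5 times of that count, and no floor, no detection filter, the positive and significant flag, the deposited scaled values and leaving the common probes in did not. Chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (45) and both arrays compared (45), and the last of these with a gene symbol (31), a symbol, synonym or accession (34), an NM or NR accession (32) and an NM, NR, XM or XR accession (34) also came within 1.5 times.

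Fig. 7b gives about 240, read by eye, for probes upregulated in DT-treated *Prestin*-*hDTR* against untreated wild-type mice, against 525 in the main setting. That count was met within 1.5 times by the requirement on all 4 arrays (214) and the normexp correction (227) among the preset alternatives, and not by no floor, no detection filter, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values. Of the filters chosen after seeing the values, the requirement on the 3 other arrays (214) and both arrays compared (264), and the last of these with a gene symbol (222), a symbol, synonym or accession (230), an NM or NR accession (213) and an NM, NR, XM or XR accession (220) did so as well.

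For probes downregulated in DT-treated *Prestin*-*hDTR* against untreated wild-type mice, Fig. 8a prints about 200, read by eye, and the main setting gave 522. Among the preset alternatives, the requirement on all 4 arrays (224) and the normexp correction (230) came within 1.5 times of the paper's count, and no floor, no detection filter, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values did not. Within it, too, among filters chosen after seeing the values, were the requirement on the DT-treated *Prestin*-*hDTR* array (234) and both arrays compared (234), and the last of these with a gene symbol (173), a symbol, synonym or accession (185), an NM or NR accession (169) and an NM, NR, XM or XR accession (183).

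Fig. 7b gives about 150, read by eye, for probes upregulated in DT-treated *Prestin*-*hDTR* against DT-treated wild-type mice, against 359 in the main setting. Within 1.5 times of the paper's count were, of those preset, the requirement on all 4 arrays (149, equal to the number the figure prints), whereas no floor, no detection filter, the positive and significant flag, the normexp correction, quantile normalization, the median shift and the deposited scaled values stayed outside. It was also met within 1.5 times by filters chosen after seeing the values, namely the requirement on the 3 other arrays (149, likewise equal) and both arrays compared (156), and the last of these with a gene symbol (131), a symbol, synonym or accession (137), an NM or NR accession (129) and an NM, NR, XM or XR accession (135).

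For probes downregulated in DT-treated *Prestin*-*hDTR* against DT-treated wild-type mice, Fig. 8a prints about 220, read by eye, and the main setting gave 464. Of the preset alternatives, the requirement on all 4 arrays (241) and the normexp correction (242) lay within 1.5 times of that count, and no floor, no detection filter, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values did not. As near came, among filters chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (245), the 3 other arrays (314) and both arrays compared (245), and the last of these with a gene symbol (200), a symbol, synonym or accession (215), an NM or NR accession (201) and an NM, NR, XM or XR accession (210).

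Fig. 7b gives about 380, read by eye, for probes upregulated in DT-treated against untreated *Prestin*-*hDTR* mice, against 700 in the main setting. That count was met within 1.5 times by the requirement on all 4 arrays (291) and the normexp correction (372) among the preset alternatives, and not by no floor, no detection filter, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values. Chosen after seeing the values, the requirement on the 3 other arrays (291) and both arrays compared (421), and the last of these with a gene symbol (337), a symbol, synonym or accession (354), an NM or NR accession (319) and an NM, NR, XM or XR accession (333) also came within 1.5 times.

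For probes downregulated in DT-treated against untreated *Prestin*-*hDTR* mice, Fig. 8a prints about 150, read by eye, and the main setting gave 378. Among the preset alternatives, the requirement on all 4 arrays (163) and the normexp correction (157) came within 1.5 times of the paper's count, and no floor, no detection filter, the positive and significant flag, quantile normalization, the median shift and the deposited scaled values did not. Of the filters chosen after seeing the values, the requirement on the DT-treated *Prestin*-*hDTR* array (169) and both arrays compared (169), and the last of these with a gene symbol (136), a symbol, synonym or accession (148), an NM or NR accession (135) and an NM, NR, XM or XR accession (141) did so as well.

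The paper removes the common probes before the last step, but Figs 7b and 8a print for the comparison with untreated wild-type mice the same totals as Supplementary Fig. S3, from before the removal. In the main setting, that removal lowered the total from 525 to 465 upregulated and from 522 to 220 downregulated probes.

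The paper names *Vgf* as the most strongly upregulated gene. Of all probes counted, 1 rose further than that of *Vgf* over untreated *Prestin*-*hDTR* mice, that of *Sprr1a*, which is not among the genes of Supplementary Table S1. It rose 27.9-fold over untreated *Prestin*-*hDTR* and 14.4-fold over DT-treated wild-type mice, and at least 27.8-fold over untreated wild-type mice, in which it was not well above background. *Vgf* rose 18.3-fold, 8.75-fold and 11.0-fold in the same order. With probes required to be well above background on all 4 arrays, a preset alternative, or on both arrays compared, a filter chosen after seeing the values, *Sprr1a* is not among the probes counted against all 3 groups. Also further than *Vgf*, *Spink5* rose at least 12.9-fold over untreated wild-type and at least 9.46-fold over DT-treated wild-type mice, and *Sprr2a2* at least 11.2-fold over DT-treated wild-type mice. *Spink5* and *Sprr2a2* were chosen after their values were seen.

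In the heat map of Fig. 7c, read by eye, the lowest of the 3 control columns is in another column than the lowest control array for all 6 genes read, and in Fig. 8b the highest control column matches the highest control array for 2 of 9 genes.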

Other observations

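Chosen only after the result was seen were the tests of upregulated and of downregulated probes set apart by a single array, of the deposited labels, of the order of the heat map columns and of overall brightness, as well as the counts of muscle and keratinocyte genes and of airway genes that follow *Bpifa1*, which replaced or added to tests of list medians.

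DT-treated *Prestin*-*hDTR* mice differed by 2-fold or more from all 3 other arrays in 336 probes, compared with 198 for untreated wild-type, 198 for DT-treated wild-type and 159 for untreated *Prestin*-*hDTR* mice. The ratio to the highest of these was 1.697. Over the settings that treat all arrays alike, it lay between 1.454 without a floor on dim signals and 2.44 with the positive and significant flag on all 4 arrays. For upregulated probes alone the ratio was 1.383, between 1.118 and 1.88 in the same settings, and for downregulated probes it was 1.97, between 1.512 with probes well above background on any of the 4 arrays and 5.00 with the normexp correction. Filters that name the DT-treated *Prestin*-*hDTR* array or the 3 others were left out, because the change itself decides which probes pass them. Although every ratio was above 1, the effect of OHC depletion and differences that any single array shows cannot be told apart, because no group has a replicate array, the excess of upregulated probes was small without a floor, and the downregulated probes of the other arrays (33, 5 and 2) differed among themselves by more than that ratio.

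*Tcap* and *Lmod3* fell together, and both belong to a GO term of skeletal muscle. Less skeletal muscle in the RNA of DT-treated *Prestin*-*hDTR* mice was argued against as the cause of the whole decrease, since of the 7 skeletal muscle genes bright enough in the other groups to show it, 0 fell by 1 log2 unit or more against each other array. *Pvalb* and *Myl1*, the brightest of the list, differed by -0.35 and -0.74 from the mean of the other arrays, and both names were picked after their values were seen. *Pvalb* is also on the list of genes shared by inner and outer hair cells, so its fall need not come from muscle. The median of the list was -0.038 over 13 of 17 genes (percentile 25.6), and -0.24 with probes well above background on all 4 arrays. A smaller difference in muscle content stays open, and *Lmod3* is itself on the list of OHC markers.

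*Bpifa1* had log2 signals of 1.16 in untreated wild-type, 1.96 in DT-treated wild-type, 0.65 in untreated *Prestin*-*hDTR* and -0.66 in DT-treated *Prestin*-*hDTR* mice. Airway or middle ear epithelium carried into the other RNA samples is a candidate explanation. The median of 13 airway genes without *Bpifa1* did not follow it, at -4.25, -4.31, -4.02 and -4.22 in the same order, with a difference of -0.08293 between the DT-treated groups, but most of these genes were dim. Of the 8 that were well above background on all 4 arrays, 1 followed the order of *Bpifa1*, *Cyp2f2*, at 0.30, 0.73, -0.30 and -1.05. A fall of *Bpifa1* after OHC depletion and a carry-over of epithelium cannot be told apart. Against the mean of the other arrays, the median of the list was -0.028 (percentile 16.3), and 1 of its genes is in another list. In the direction of a carry-over, the median was -0.31 (percentile 0.27) with probes well above background on all 4 arrays and -0.34 (percentile 1.22) without a floor.

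*Cdsn* and *Elf3* rose, and genes of the epidermis outside Supplementary Table S1, such as *Sprr1a*, rose too. *Sprr1a* is also on the list of nerve injury genes. Skin carried into the RNA of DT-treated *Prestin*-*hDTR* mice was argued against, since 0 of 13 measured keratinocyte genes rose by 1 log2 unit or more against each other array. *Krt14* and *Krt5*, which are abundant in skin, had log2 ratios of -0.24 and -0.099 against the mean of the other arrays. The median of the keratinocyte list was 0.059 (percentile 63.8). A response of cells in the cochlea stays open and was not tested.

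The rise of macrophage genes might reflect more blood or bone marrow in the RNA of DT-treated *Prestin*-*hDTR* mice. Against this as the whole cause, the median of neutrophil genes was -0.3561, and those of B cell genes -0.088 (percentile 19.2, 10 of 10 measured) and T cell genes -0.018 (percentile 39.8, 4 of 10 measured). Erythroid genes went the other way, with a median of 0.15 (percentile 99.29), but rose less than the macrophage genes (0.75). Against untreated *Prestin*-*hDTR* mice alone, neutrophil genes rose by 0.77, so that a share of blood or marrow in that single comparison stays open. An entry of macrophages into the cochlea and a change of expression in resident ones were not tested.

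Nerve injury genes without those of Supplementary Table S1 had a median of 0.15 (percentile 99.57, 18 of 20 measured), and of the 14 genes well above background on all 4 arrays, 13 were higher in DT-treated *Prestin*-*hDTR* mice. Among the measured genes of the list, *Sprr1a* rose most, with a log2 ratio of at least 4.48. The median of the list lay above 95% of random lists, as predicted for a nerve injury response. Other arrays also set lists apart, so that a difference any single array shows stays open. Their counts of lists are no baseline free of OHC depletion, as given above. Schwann cell and myelin genes had a median of 0.073 (percentile 90.4, 10 of 10 measured). Genes shared by inner and outer hair cells had a median of -0.44 (percentile 0, 23 of 23 measured). Of these, 4 are in Supplementary Table S3, and the other 19 had a median of -0.36.

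*Hbegf*, the mouse counterpart of the transgene, had a log2 ratio of 0.04095 in untreated *Prestin*-*hDTR* against untreated wild-type mice, so that no transgene RNA was seen by the mouse probe in the untreated mice. Whether the probe binds the human RNA is not known from the files, and an absent transgene RNA and a probe that does not bind it cannot be told apart. In DT-treated *Prestin*-*hDTR* mice, *Hbegf* was 1.53-fold, 1.82-fold and 1.48-fold higher than in untreated wild-type, DT-treated wild-type and untreated *Prestin*-*hDTR* mice. *Gapdh* had a log2 ratio of 0.14 against the mean of the other arrays. *Xist* had a log2 ratio of -0.079 and the male genes a median of 0.13.

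In the heat maps of Figs 7c and 8b, read by eye, the columns of the control groups did not show the order of the arrays. When the control columns were reordered within each figure, 6 of 6 genes of Fig. 7c and 9 of 9 genes of Fig. 8b matched, 15 in all, compared with 0 and 2 in the printed order. The best order was untreated *Prestin*-*hDTR*, untreated wild-type and DT-treated wild-type mice in Fig. 7c, and untreated *Prestin*-*hDTR*, DT-treated wild-type and untreated wild-type mice in Fig. 8b. The test was made on the genes in which the order was noticed, and the best of 6 orders was taken, so that columns in another order and a reading error cannot be told apart. Arrays deposited under each other's labels were tested with 10 counts of the paper, those of Figs 7b and 8a read to 2 digits. Every assignment of the 3 control labels was tried under the same settings. Only the settings nearest the paper's counts argued against wrong labels. The lowest mean gap on the log2 scale was 0.07716 under the deposited labels and 0.433 under any other assignment. The first was reached with a filter chosen after seeing the values, with the counts of the paper in view. Among the alternatives set in advance, the deposited labels were nearest with probes well above background on all 4 arrays (0.297) and with the normexp correction (0.370). In the main setting, far from the paper's counts under any labels, another assignment was nearer (1.27 against 1.35). Another was also nearer without a floor (2.05 against 2.07), without a detection filter (2.85 against 2.87) and with the positive and significant flag (2.85 against 2.87). The same held with quantile normalization (1.27 against 1.37), the median shift (1.28 against 1.35) and the deposited scaled values (1.27 against 1.35). The folds of Supplementary Tables S1 and S3 lay within 1% of the ratio of DT-treated to untreated *Prestin*-*hDTR* arrays for all 138 probes, as given above.

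Fewer probes were well above background on the DT-treated arrays (62.5% in wild-type and 62.2% in *Prestin*-*hDTR* mice) than on the untreated arrays (67.0% and 70.6%). A lower overall brightness of the DT-treated arrays was argued against, since the lower of their 75th percentiles was 1.034 times the higher of those of the untreated arrays. An effect of DT and a difference in background stay open, and no biological explanation was tested.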
